# *Wnt4* is heterogeneously activated in maturing β-cells to control calcium signaling, metabolism and function

**DOI:** 10.1038/s41467-022-33841-5

**Published:** 2022-10-21

**Authors:** Keiichi Katsumoto, Siham Yennek, Chunguang Chen, Luis Fernando Delgadillo Silva, Sofia Traikov, Dror Sever, Ajuna Azad, Jingdong Shan, Seppo Vainio, Nikolay Ninov, Stephan Speier, Anne Grapin-Botton

**Keywords:** Genetics, Homeostasis, Endocrinology, Cell signalling

## Abstract

Diabetes is a multifactorial disorder characterized by loss or dysfunction of pancreatic β-cells. β-cells are heterogeneous, exhibiting different glucose sensing, insulin secretion and gene expression. They communicate with other endocrine cell types via paracrine signals and between β-cells via gap junctions. Here, we identify the importance of signaling between β-cells via the extracellular signal WNT4. We show heterogeneity in *Wnt4* expression, most strikingly in the postnatal maturation period, *Wnt4*-positive cells, being more mature while *Wnt4-*negative cells are more proliferative. Knock-out in adult β-cells shows that WNT4 controls the activation of calcium signaling in response to a glucose challenge, as well as metabolic pathways converging to lower ATP/ADP ratios, thereby reducing insulin secretion. These results reveal that paracrine signaling between β-cells is important in addition to gap junctions in controling insulin secretion. Together with previous reports of WNT4 up-regulation in obesity our observations suggest an adaptive insulin response coordinating β-cells.

## Abstract (web summary)

Diabetes is characterized by loss or dysfunction of pancreatic β-cells. Here the authors show that the signalling protein WNT4 is heterogeneously activated by β-cells during their postnatal maturation with WNT4 positive cells being more mature, and that inactivating WNT4 in β-cells after maturation impairs beta-cell function.

## Introduction

The generation and the maintenance of appropriate numbers of functional β-cells is important to prevent diabetes. β-cells regulate glucose homeostasis by releasing insulin in response to high glycemia. They also secrete insulin in response to other cues such as fatty acids, amino acids, hormones or neural signals via neurotransmitters^1^. Despite these common general features, β-cells are morphologically and functionally heterogeneous^2–6^.

Heterogeneity among β-cells has been observed in the early postnatal period during which β-cells progressively mature, aquiring genes associated with adult β-cell function and state^7,8^, including Ucn3^9^, Flattop/Cfap126^6^, Srf^8^, ST8SIA1^10^ and CD9^10^. It has also been reported in adult β-cells^5,11–13^, where a few of the genes expressed in subpopulations of β-cells have been associated to functional outcomes, notably glucokinase levels with different glucose sensing thresholds^11^, C1 with a proliferative state^14^, IGF-IR with aging^15^, or polysialylated-neural cell adhesion molecule (PSA-NCAM) with higher calcium signaling, ATP levels, Glut2 and Gck expression level as well as insulin secretion^16–19^. It is currently unclear whether this heterogeneity represents fixed populations with dedicated functions or transient states, and the representation of different populations change with age and diabetes progression^20^. These heterogeneous cells are nevertheless connected by gap junctions, which coordinate the response of multiple cells^5,12,13,21^. This notably appears to enable the 1–10% of β-cells which show low Pdx1, Nkx6.1, and insulin expression to act as pacemaker cells for calcium signaling^17^. While many endocrine and paracrine signals connecting multiple endocrine cell types in the islet are known, little is known about paracrine signals linking different β-cells^22^.

Because variants in Tcf7l2, a transcription factor downstream of the canonical Wnt pathway predispose to diabetes^23,24^, we investigated the Wnt ligands expressed in β-cells and their neighbors. Wnts are secreted ligands that can act either at a short distance or close contact^25^. The Wnt pathway is known to control several aspects of pancreas development, exocrine cell expansion, as well as β-cell expansion in the perinatal period^26,27^. Here, we identify one Wnt ligand, WNT4, which is expressed heterogeneously in β-cells in the few days after birth and becomes more highly expressed, though still heterogeneous, as the β-cells mature. Using conditional acute inactivation in 5–7-week mice, we show that WNT4 β-cell expression controls their ability to activate calcium signaling in response to a glucose challenge, as well as metabolic pathways converging to lower ATP/ADP ratios, which reduces their acute insulin secretion in response to glucose.

## Results

### WNT4 is heterogeneously expressed in β-cells

A survey of our and others’ transcriptome analyses revealed that *Wnt4* is transcribed abundantly in the developing pancreas and in islets^28–31^. Using a knock-in tracer allele expressing both eGFP and Cre^32^, we could identify the β-cells that express or have expressed *Wnt4*, using eGFP and Cre-based lineage tracing respectively (Fig. 1a). Expression started in a small subset of β-cells at embryonic day (E) 18.5 (Fig. 1a, b, b′). *Wnt4* was also detected in a subset of α-cells from E12.5 to E18.5 and continued after birth (Fig. 1c, c′, d, d′, f, i). At postnatal day 0 (P0), Cre-driven lineage tracing showed an expansion of Wnt4 (Fig. 1d), reaching around 40% of β-cells by P1 (Fig. 2f, j) and all by P5 (Fig. 1e, e′-e‴). However at P1 and P5, only 15% of β-cells had detectable GFP marking actual transcription suggesting that the transcriptional level varies between cells (Fig. 2o, p, r). WNT4 was not detected at neonatal stages by immunostaining due to a low expression level. By 8 weeks, Cre-tracing confirmed that all β-cells had expressed *Wnt4* and also exhibited detectable WNT4 protein by immunostaining (Fig. 1f, g). However, β-cells exhibited variable transcription, as did α-cells (Fig. 1a, h, h′, i, i′).

**Fig. 1:**
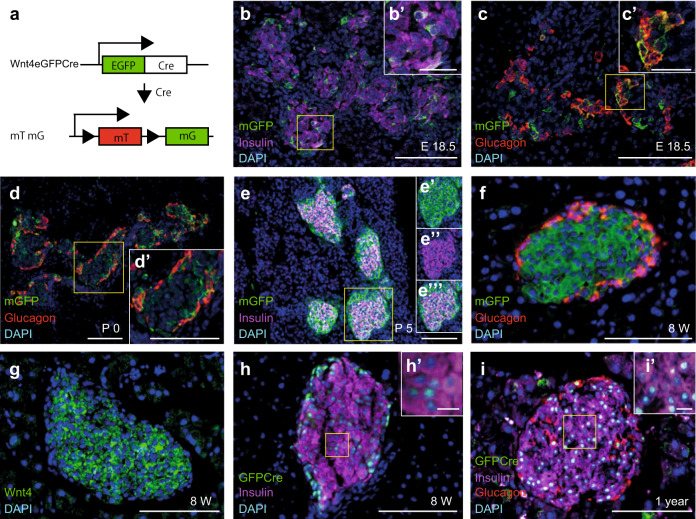
Wnt4 expression in islets. **a** Reporter constructs monitoring *Wnt4* expression (*Wnt4eGFPCre*) and used for lineage tracing (*Wnt4eGFPCre; mTmG*). Expression pattern of Wnt4 revealed by mGFP immunostaining in *Wnt4eGFPCre Tg*+*; mTmG Tg*+ islets at E18.5 (**b, c**), P0 (**d**), P5 (**e**) and 8 weeks (**f**). DAPI marks the nucleus, Insulin β-cells, Glucagon α cells, as color-encoded. Expression of *Wnt4* is detected by WNT4 antibody in 8 weeks WT islet (**g**). Transcription of *Wnt4* (GFPCre) is detected by GFP immunostaining in *Wnt4eGFPCre Tg*+ islets at 8 weeks (**h**) and 1 year (**i**). **b′-d′, h’** and **i′**, High magnification of yellow squares in corresponding panels. **e′–e‴**, split channels of the yellow square in (**e**). Scale bar 100 μm in (**b–i, d′**), 25 μm in (**b′, c′**), and 10 μm in (**h′, i′**). Representative images are from three independent samples.

**Fig. 2:**
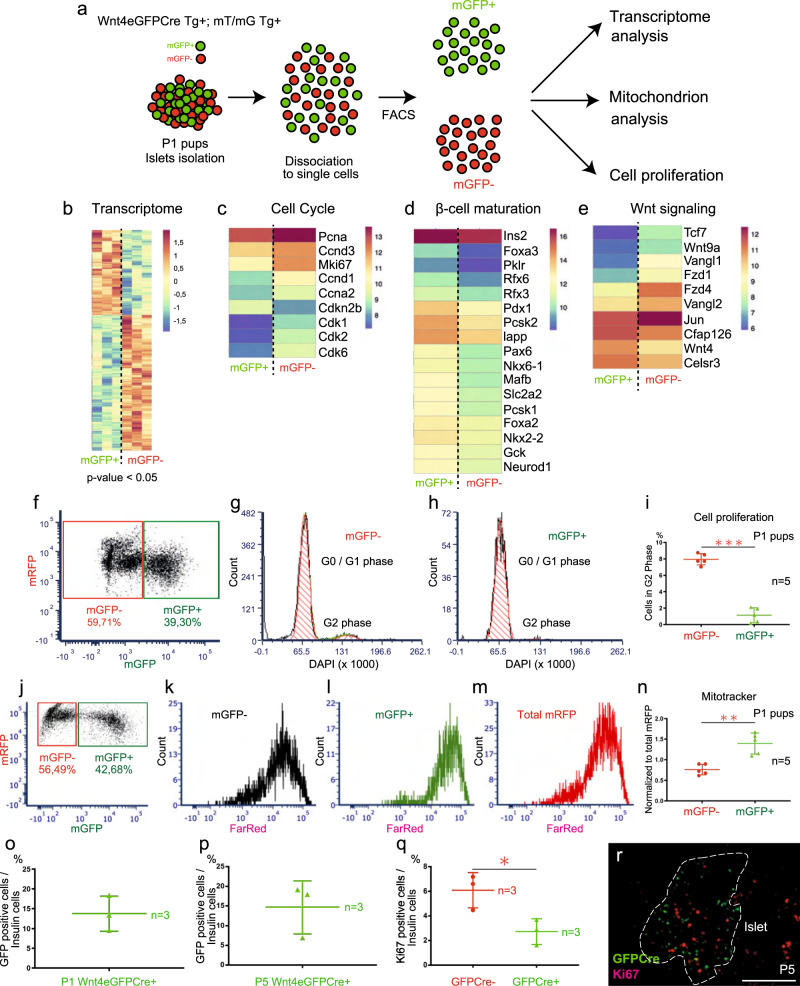
*Wnt4*^low^ cells are more proliferative and *Wnt4*^hi^ cells are more mature. **a** Experimental design relative to **b–n**. **b–e**, Heatmaps showing differentially expressed genes between *Wnt4*^hi^ and *Wnt4*^low^ populations, derived using empirical Bayes statistical analysis (*p* value <0.05). **f–i** Cell proliferation analysis by FACS of sorted mGFP(*Wnt4*)^+^ and mGFP^-^ islet cells. **j–n**, Mitochondrial mass analysis by Mitotracker probe of sorted mGFP^+^ and mGFP^-^ islet cells. **o**, **p** *Wnt4* transcription in P1 and P5 *Wnt4eGFPCre* islets **q, r** Percentage of Ki67 positive cells among GFP^+^ and GFP^−^ cells. **i** The islets from 5 pups were pooled together into 1 sample. In total the islets from 25 pups were used, grouped in samples (*n* = 5). **n** The islets from 5 pups were pooled together into 1 sample. In total the islets from 25 pups were used, grouped in samples (*n* = 5). **o** Three pups samples are analyzed. **p** Three pups samples are analyzed. **q** Three pups samples are analyzed. **r** Scale bar 100 μm. Data in graph of **i**, **n–q** are presented as mean values ± SD. Statistical analyses are two-tailed unpaired student *t*-test. **i** *p* = 8.44e-07, **n** *p* = 0.0012 **q** *p* = 0.0302. *p < 0.05, **p < 0.01, ***p < 0.001. Gene ontology data related to this transcriptome analysis are presented in Supplementary Fig. 1. Supplementary Table 1 complements this figure by providing transcript detection levels in each sample enabling comparisons of the *Wnt4*^hi^ and *Wnt4*^low^ populations. Source data are provided as a Source Data file.

### *Wnt4* expression at P1-5 is higher in more mature, less proliferative β-cells

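Islets of P1 *Wnt4eGFPCre; mTmG* pups, in which cells that have expressed *Wnt4* carry membrane GFP, were dissociated, and mGFP+ (*Wnt4* hi) and mGFP- (*Wnt4* low) cells were separated by FACS. RNA of the sorted cells was amplified to cDNA, labelled with Cy5 and hybridised to SurePrint G3 Mouse v2 arrays, which hold 1 color. Each array received 1 sample, a pool of the islets from 3 or 4 pups. There were 3 arrays per population, all on 1 slide: *Wnt4* hi replicates 2, 3 and 4 and *Wnt4* low replicates 1, 3 and 4. The methods state that 3 replicates were used, whereas Supplementary Data 1 lists 4 *Wnt4* hi and 3 *Wnt4* low columns. The scanner values of the array labelled *Wnt4* hi replicate 2 followed the first *Wnt4* hi column of that table and not the second, which does not change its population. The authors deposited the scanner output of each array with intensities that were not normalized, and a table of their own normalized log2 values. Of 59305 spots that are not controls, between 70.5% and 79.5% were well above background on the *Wnt4* hi arrays and between 73.1% and 76.9% on the *Wnt4* low arrays. The median intensity was 10.8 to 15.6 times the median local background in the *Wnt4* hi arrays and 12.2 to 14.4 times in the *Wnt4* low arrays, and 0 spots were saturated. Following the methods, intensities were corrected with normexp at an offset of 50, normalized between arrays by quantiles, and compared with limma's empirical Bayes test. Each gene was represented by its probe with the highest mean, which left 45616 genes and transcripts, 22908 of them with a gene symbol. A gene that was well above background on 0 arrays of a population has only a bound there, given as at least N-fold, from the lowest signal among probes well above background on each array. All log2 fold changes are *Wnt4* hi minus *Wnt4* low, and adjusted p values are limma's after Benjamini-Hochberg adjustment. The number of arrays limits the precision, and an exact permutation test of 3 against 3 arrays cannot give a two-sided p below 0.1.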

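At the unadjusted threshold of 0.05 that the paper uses, 2306 genes were higher in *Wnt4* hi and 2522 were higher in *Wnt4* low cells. After adjustment, 16 genes were higher in *Wnt4* hi and 185 in *Wnt4* low cells. The adjusted counts were not stable, since between 0 and 9 genes in all passed when any 1 array was left out. With the replicate number as a fixed block, 0 passed. In that fit only the arrays of replicates 3 and 4 inform the difference. *Wnt4* hi replicate 2 and *Wnt4* low replicate 1 have no partner of their number. With only the 32006 genes whose probes were well above background on all 3 arrays of at least 1 population, 509 genes passed, 200 of them among the 201. Among the largest differences toward *Wnt4* hi cells, in adjusted genes whose arrays did not overlap between the populations, were *Ghrl* (log2 fold change 2.10, adjusted p = 0.0491), *Pcdh8* (1.98), *Sgsm1* (1.98) and *Igsf21* (1.73). *Pcdh8* was not well above background in *Wnt4* low cells and was at least 3.37-fold higher in *Wnt4* hi cells by this probe, while its other probe differed by 0.47. The other probes of *Sgsm1* differed by 0.66 to 1.38. Toward *Wnt4* low cells, such genes were ranked if their probe was well above background on all 3 *Wnt4* low arrays. The 5 largest among these were *Fabp4* (−4.73, adjusted p = 0.0140), *Ptprb* (−4.61), *Esm1* (−4.51), *Robo4* (−4.49, adjusted p = 0.00858) and *Plvap* (−4.10). On the *Wnt4* hi arrays *Fabp4* was well above background on 2 and *Ptprb* on 1, and the other probe of *Fabp4* differed by −1.52. With 3 arrays against 3, chance alone keeps the groups apart for 10% of genes.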

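Gene lists written by hand, for processes of the kinds that the text and Supplementary Fig. 1 name, were compared with all other genes by limma's camera test, with a preset inter-gene correlation of 0.01. Of 27 genes of maturity onset diabetes of the young (MODY), 22 were higher in *Wnt4* hi cells, with a median log2 fold change of 0.97 (adjusted p = 2.01e-05). Of 37 genes of insulin secretion, 31 were higher, with a median of 0.92 (adjusted p = 2.93e-08). Of 56 genes of protein processing in the endoplasmic reticulum, 47 were higher, with a median of 0.36 (adjusted p = 6.80e-06). The study itself picked 13 of the MODY genes and 2 of the insulin secretion genes from these samples. The lists of cell metabolism moved less. Glycolysis had 12 of 20 genes higher in *Wnt4* hi cells, with a median of 0.07 and a mean of −0.08 (adjusted p = 0.549). The tricarboxylic acid (TCA) cycle had 12 of 22, with a median of 0.05 (adjusted p = 0.549 for a test that leaned toward *Wnt4* low cells), and oxidative phosphorylation 49 of 77, with a median of 0.08 (adjusted p = 0.415). Mitochondrial ribosomal proteins were split, with 36 of 78 higher in *Wnt4* hi cells and a median of −0.012 (adjusted p = 0.0956). With 1 array left out, that adjusted p ran from 0.00228 toward *Wnt4* low cells, without *Wnt4* hi replicate 4 (median −0.15), to 0.692. Cell cycle genes of S phase were lower in *Wnt4* hi cells for 32 of 43 genes (median −0.41, or −0.35 with 2 genes at their bound, and from −0.65 without *Wnt4* low replicate 3 to −0.13 without *Wnt4* hi replicate 2, adjusted p = 1.41e-05) and those of G2/M for 47 of 54 (median −0.37, adjusted p = 3.98e-10). Of 103 genes of extracellular matrix and cell adhesion, 81 were lower in *Wnt4* hi cells, with a median of −0.57 (adjusted p = 1.39e-18), also with 9 genes at their bound and without 4 that were not well above background in either population. Hand-written markers of endothelial and mesenchymal cells were lower there too, with medians of −2.64 and −1.15. Whether endocrine or other cells carried the adhesion difference cannot be told apart on bulk arrays. Of the 38 lists tested, 26 passed with the preset correlation and 0 with a correlation estimated from these arrays. With the rotation test fry 7 passed, among them extracellular matrix and adhesion but not MODY, insulin secretion or the hand-written S phase and G2/M lists. The 38 include lists of genes that the paper names. Those of Fig. 2c, 2d and 2e and of its canonical Wnt genes were among the 26, and all but Fig. 2d among the 7. The study chose these genes on these samples, so their passing is not independent evidence.

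**Figure D1:**
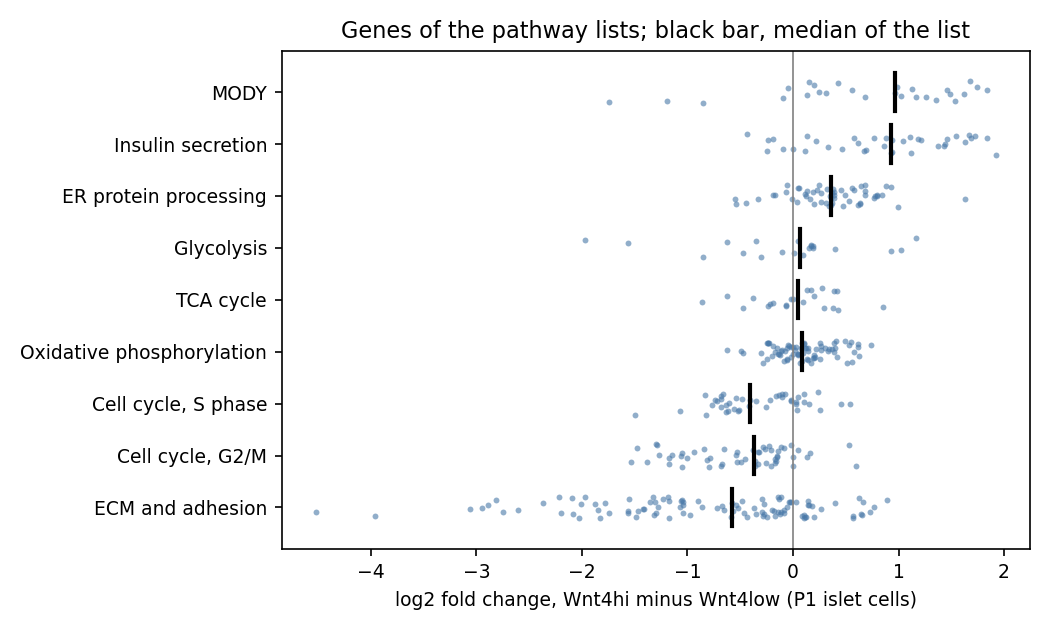
Log2 fold change (*Wnt4* hi minus *Wnt4* low, P1 islet cells) of each gene of the pathway lists, 1 point per gene, with the median of each list as a black bar. MODY and insulin secretion genes sit mostly above 0 with medians of 0.97 and 0.92, extracellular matrix and adhesion genes mostly below 0 with a median of −0.57, and the metabolic lists around 0.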

Transcriptome analysis of the *Wnt4*^*hi*^ and *Wnt4*^*low*^ population at P1 (Fig. 2a–e) revealed that gene ontology (GO) categories related to β-cell maturation, function, and cell metabolism were enriched in the *Wnt4*^hi^ population while regulation of cell proliferation and cell adhesion were enriched in the *Wnt4*^*low*^ population (Supplementary Fig. 1a–d and Supplementary Data 1). Proliferation markers such as *Pcna*, *Mki67* and the positive cell cycle regulators *Ccnd1*, *Ccnd3*, *Ccna2*, *Cdk1*, *Cdk2* and *Cdk6* were enriched in the *Wnt4*^*low*^ fraction (Fig. 2c). 

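The mean log2 intensity of *Pcna* was 12.78 ± 0.32 (SD, n = 3) in *Wnt4* hi and 13.61 ± 0.20 (SD, n = 3) in *Wnt4* low cells, a log2 fold change of −0.83 (standard error 0.21, adjusted p = 0.211). *Mki67* was at 10.64 ± 0.76 (SD, n = 3) and 12.02 ± 0.73 (SD, n = 3), a log2 fold change of −1.38 (standard error 0.50, adjusted p = 0.402), and its arrays overlapped between the populations. *Ccnd1* was at 8.67 ± 0.55 (SD, n = 3) and 10.65 ± 0.26 (SD, n = 3), a log2 fold change of −1.98 (standard error 0.31, adjusted p = 0.0710). The log2 fold change was −0.78 for *Ccnd3*, −1.001 for *Ccna2*, −1.17 for *Cdk1*, −1.59 for *Cdk2* and −1.04 for *Cdk6*, with adjusted p values between 0.0963 for *Ccnd3* and 0.454 for *Cdk6*. *Cdk1*, *Cdk2* and *Cdk6* were well above background on 1 of the 3 *Wnt4* hi arrays and on all 3 *Wnt4* low arrays. Of the 9 genes of Fig. 2c, 8 were lower in *Wnt4* hi cells, and the CDK inhibitor *Cdkn2b* was higher by a log2 fold change of 1.40. All 9 genes passed the unadjusted threshold, 0 passed when adjusted over all genes tested and 9 when adjusted over the list alone, which is not independent evidence because the study chose the list on these samples. The populations did not overlap for 7 of the 9 genes. Over the alternative settings, *Mki67* passed the unadjusted threshold in 17 of 22, *Cdk1* in 16 of 22 and *Cdk6* in 17 of 22, and most of the losses came from leaving out 1 array. In the authors' values *Cdk6*, listed there under another transcript, was at −1.97 (adjusted p = 0.0215). A hand-written list of 7 CDK inhibitors, *Cdkn2b* among them, did not move together (median log2 fold change −0.34, but 0.086 without *Wnt4* hi replicate 2, camera adjusted p = 0.219). Of the 7, 3 were higher and 4 lower in *Wnt4* hi cells. The most abundant, *Cdkn1c*, went against *Cdkn2b*, with a log2 fold change of −1.69 (standard error 0.28, limma adjusted p = 0.0837).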

In agreement, the proportion of cells in the G2 phase of the cell cycle at P1 was higher in the *Wnt4*^*low*^ population (Fig. 2a, f–i). At P5, at the peak of β-cell proliferation^33^, *Wnt4*^*hi*^ cells exhibited lower proportions of the cell cycle marker Ki67 (Fig. 2c, q, r). In contrast, in agreement with the GO analysis, the genes controlling β-cell maturation and function, including transcription factors such as *Pdx1* and *Nkx6.1*, *insulin 2*, *glucokinase* (*Gck*) and the glucose transporter *Slc2a2* were upregulated in the *Wnt4*^hi^ population (Fig. 2d). This population also exhibited a higher mitochondrial abundance (Fig. 2j–n). 

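The log2 intensity of *Pdx1* was 13.72 ± 0.47 (SD, n = 3) in *Wnt4* hi and 11.88 ± 0.73 (SD, n = 3) in *Wnt4* low cells, a log2 fold change of 1.84 (standard error 0.42, adjusted p = 0.173). *Nkx6-1* (*Nkx6.1*) was at 11.76 ± 0.43 (SD, n = 3) and 10.41 ± 0.64 (SD, n = 3), which gave 1.35 (standard error 0.38, adjusted p = 0.259). *Ins2* was at 16.64 ± 0.029 (SD, n = 3) and 16.08 ± 0.31 (SD, n = 3), which gave 0.56 (standard error 0.19, adjusted p = 0.347). *Slc2a2* was at 12.35 ± 0.46 (SD, n = 3) and 10.67 ± 0.93 (SD, n = 3), a difference of 1.68 (standard error 0.50, adjusted p = 0.289). For 15 genes of Fig. 2d the log2 fold change was above 0 in all 15, with a median of 1.46, a smallest value of 0.56 for *Ins2* and a lowest adjusted p of 0.114 for *Foxa2*. For 14 of the 15, all but *Pklr*, every *Wnt4* hi array lay above every *Wnt4* low array. All 15 passed the unadjusted threshold, 0 when adjusted over all genes tested and 15 when adjusted over the figure's list alone, a list that the study likewise chose on these samples. The median over the figure's list was lowest, at 1.02, with the replicate number as a block and highest, at 1.73, without *Wnt4* low replicate 3. *Ins2* passed the unadjusted threshold in 16 of 22 settings and lost it in 5 of the 6 that left out 1 array. *Pdx1*, *Nkx6-1* and *Slc2a2* passed it in each of the 22.

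**Figure D2:**
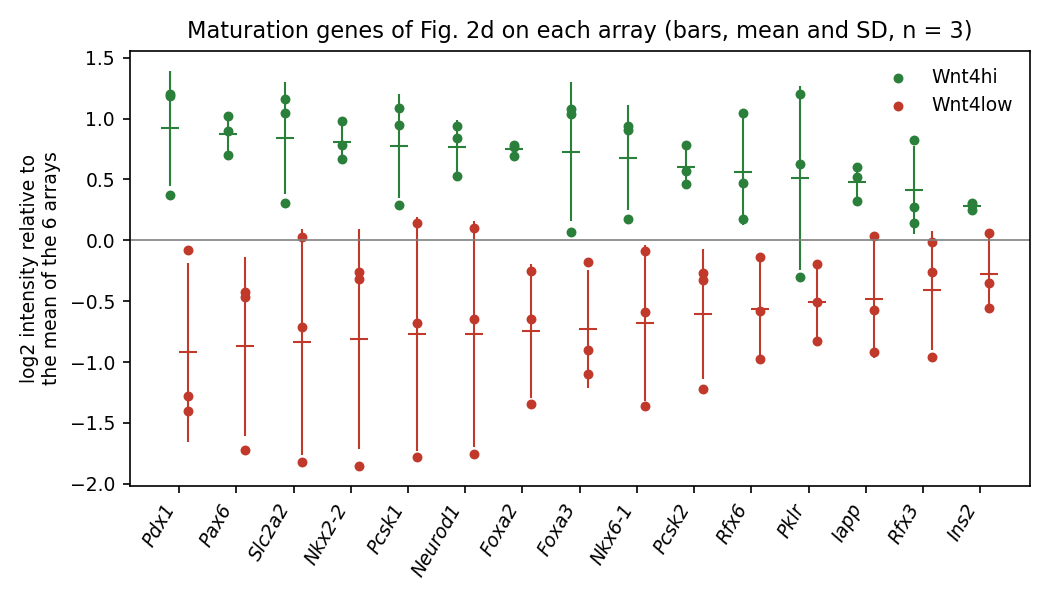
Log2 intensity of 15 genes of Fig. 2d on each array, relative to the mean of the 6 arrays for that gene, with bars for the mean and SD of 3 arrays per population. The *Wnt4* hi arrays lie above the *Wnt4* low arrays for each gene except *Pklr*, where they overlap.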

Taken together, these results show two cell populations, one more proliferative expressing low levels of *Wnt4* and one with higher levels on *Wnt4* exhibiting more functional features of adult β-cells. 

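Relative to the mean of the 6 arrays, the median of the genes of Fig. 2c was −0.71, −0.47 and −0.33 on the *Wnt4* hi arrays and 0.48, 0.19 and 0.76 on the *Wnt4* low arrays. The median of the genes of Fig. 2d was 0.78, 0.61 and 0.63 on the *Wnt4* hi arrays and −1.22, −0.12 and −0.64 on the *Wnt4* low arrays. Of 18 hand-written markers of β-cells, 16 were higher in *Wnt4* hi cells, with a median log2 fold change of 1.09 (camera adjusted p = 2.53e-07), and 5 of the 18 were picked by the study. This list did not pass with fry (adjusted p = 0.0986) or with camera under the estimated correlation (adjusted p = 0.217). For 8 markers of mature β-cells the median was 0.92 (camera adjusted p = 0.0151), and for 10 markers of immature β-cells it was −0.50 with 5 genes in each direction (camera adjusted p = 0.0506). With 1 array left out, the adjusted p of the mature list rose to as much as 0.0778. It was 0.199 with fry and 0.356 with the estimated correlation. The immature list passed in 7 of 22 other settings, and its median was 0.13 with the authors' processed values. Those values may hold another sample under *Wnt4* hi replicate 2. Of 8 genes of endocrine progenitors, 7 were higher in *Wnt4* hi cells, with a median of 0.60 (camera adjusted p = 0.0106). The *Wnt4* low fraction also had higher levels of all 20 markers of a hand-written endothelial list, with a median log2 fold change of −2.64. From the transcriptome differences, the share of cells in G2, the lower share of Ki67 among *Wnt4* hi cells at P5 and the mitochondrial mass of the sorted cells, the paper concludes that 1 population is more proliferative with low *Wnt4* and the other, with higher *Wnt4*, has more of the functional features of adult β-cells.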

Because all cells were traced by the Cre recombinase from the *Wnt4-eGFP-Cre* allele, all β-cells must at some point express *Wnt4*, but eGFP intensities at any given time point suggest that *Wnt4* transcription level varies between cells and possibly over time (Figs. 1a, h, h′, i, i′ and 2o, p, r).

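In the sorted fractions, the log2 intensity of *Wnt4* itself was 10.83 ± 0.34 (SD, n = 3) in *Wnt4* hi and 9.76 ± 0.40 (SD, n = 3) in *Wnt4* low cells, a log2 fold change of 1.08 (standard error 0.27, adjusted p = 0.210). The arrays of the populations did not overlap, the difference passed the unadjusted threshold in each of 22 alternative settings, and it stayed between 0.85 and 1.25 with any 1 array left out. Of the 10 genes that Fig. 2e shows, 3 were higher in *Wnt4* hi cells and 7 were lower. At the unadjusted threshold 9 of them passed, all but *Vangl2*, while 2 passed when adjusted over all genes tested and 8 when adjusted over the list alone, and the list was chosen by the study on these samples. *Celsr3* was higher by 1.02, with its other probes at 0.43 to 0.58, and passed the unadjusted threshold in 14 of 22 settings. *Wnt9a* was well above background on 2 of 3 *Wnt4* low arrays and on 0 of 3 *Wnt4* hi arrays, and was at least 1.25-fold lower in *Wnt4* hi cells. Hand-written families of genes were tested beside these. Of 19 Wnt ligands, 14 were higher in *Wnt4* hi cells, but 5 of these 14 were well above background on 0 of the 6 arrays, so that their direction is not measured. The median was 0.07 (camera adjusted p = 0.629), also without these 5 and with *Wnt9a* at its bound, and the direction of the test over all 19 turned with the replicate block and without *Wnt4* hi replicate 2. Of 23 core genes of the planar-cell polarity pathway, 12 were higher, with a median of 0.08, or 0 with 3 genes at their bound, a mean of −0.051 and a test that leaned toward *Wnt4* low cells (camera adjusted p = 0.415). Of 10 frizzled receptors, 8 were lower in *Wnt4* hi cells, with a median of −0.33 (camera adjusted p = 0.00768), or −0.26 with the receptor not well above background at its bound. The 15 target genes of the canonical Wnt pathway had 8 lower, a median of −0.046 and a mean of −0.26 (camera adjusted p = 0.0410), with the median at 0.0023 once 2 genes are set to their bound and 2 that were not well above background in either population are left out, and 9 of 22 other settings lost the call.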

Using the transcriptome dataset, we further addressed *Wnt4* expression correlation with canonical and non-canonical Wnt pathway components at P1. It was recently shown that the *flattop/Cfap126* gene is similarly high in a more functional and less proliferative subset of β-cells^6^. In agreement, *Cfap126* was expressed at higher levels in *Wnt4*^*hi*^ cells (Fig. 2e and Supplementary Data 1), in line with the reported enrichment of *Wnt4* in Cfap126^hi^ cells^6^. 

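*Cfap126* was at a log2 intensity of 11.60 ± 0.28 (SD, n = 3) in *Wnt4* hi and 11.01 ± 0.36 (SD, n = 3) in *Wnt4* low cells, a log2 fold change of 0.59 (standard error 0.24, adjusted p = 0.472). The arrays of the populations overlapped. Its other probe differed by 0.70. The difference was positive in all 22 alternative settings, between 0.35 and 0.80, and passed the unadjusted threshold in 7 of them. It lost the threshold in 15: with an offset of 16, the processed intensity, median centring, cyclic loess, the filter on dim probes, outlier spots kept, trend with robust estimation, the methods' t-test, the replicate number as a fixed block (0.35), a block that takes *Wnt4* hi replicate 2 and *Wnt4* low replicate 1 as a pair and a brightness covariate, both chosen after seeing the data, and 4 of the 6 settings that left out 1 array.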

Though *Cfap126* has been proposed as a readout of the planar-cell polarity pathway (PCP), *Cfap126*^*hi*^*/Wnt4*^*hi*^ cells expressed low levels of *Vgl1/2* and *Jun*. 

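On the arrays these genes are listed as *Vangl1* and *Vangl2*. *Vangl1* was at a log2 intensity of 6.88 ± 0.10 (SD, n = 3) in *Wnt4* hi cells, where it was not well above background on any array, and at 9.72 ± 0.35 (SD, n = 3) in *Wnt4* low cells (fitted log2 fold change −2.84, standard error 0.20, adjusted p = 0.0195), so that it was at least 5.24-fold lower. Its other probe differed by −1.62. *Vangl2* was at 10.68 ± 0.39 (SD, n = 3) and 11.41 ± 0.49 (SD, n = 3), a log2 fold change of −0.73 (standard error 0.31, adjusted p = 0.500). Its arrays overlapped between the populations, and it passed the unadjusted threshold in 4 of 22 alternative settings but not here. *Jun* was at 11.57 ± 0.24 (SD, n = 3) and 12.44 ± 0.17 (SD, n = 3), a difference of −0.87 (standard error 0.18, adjusted p = 0.134), larger than the spread within either population, and it passed the unadjusted threshold in all 22 settings.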

As a functional readout of planar-cell polarity pathway activity, we assessed the Phosphorylation of Myosin Light Chain 2 (pMLC) at P1 by immunostaining. β-cells were positive for pMLC but no correlation was detected between Wnt4 and pMLC at P1 (Supplementary Fig. 2e–h′).

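*Fzd1* was at a log2 intensity of 7.37 ± 0.52 (SD, n = 3) in *Wnt4* hi and 8.89 ± 0.48 (SD, n = 3) in *Wnt4* low cells, a log2 fold change of −1.52 (standard error 0.35, adjusted p = 0.171). *Fzd4* was at 8.25 ± 1.09 (SD, n = 3) and 10.74 ± 0.25 (SD, n = 3), which gave −2.49 (standard error 0.53, adjusted p = 0.148). Both receptors were well above background on 2 of the 3 *Wnt4* hi arrays. *Tcf7* and *Tcf7l1* were not well above background in *Wnt4* hi cells, and were at least 2.16-fold and at least 2.05-fold lower there than in *Wnt4* low cells. Their fitted log2 fold changes were −1.65 (standard error 0.13, adjusted p = 0.0229) and −1.995 (standard error 0.40, adjusted p = 0.128), and the other probe of *Tcf7* differed by −0.63. *Tcf7l2* was at 11.46 ± 0.67 (SD, n = 3) and 11.82 ± 0.86 (SD, n = 3), a log2 fold change of −0.36 that was smaller than the spread between replicates (standard error 0.52, adjusted p = 0.881). It passed the unadjusted threshold in 1 of 22 alternative settings. Of these 5 genes, 4 passed that threshold, 1 passed when adjusted over all genes tested and 4 when adjusted over the list alone, and the study picked all 5 on these samples.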

Several transducers of the canonical Wnt pathway, including the *Fzd1* and *Fzd4* receptors as well as transcription factors *Tcf7*, *Tcf7l1* and to a lesser extent *Tcf7l2* were higher in *Wnt4*^*low*^ cells (Fig. 2e and Supplementary Data 1). Since the canonical WNT pathway promotes proliferation in the perinatal period^27^, and since WNT4 inhibits Canonical Wnt signal in β-cell lines^29^ we further assessed the canonical Wnt pathway using immunostaining for the active, dephosphorylated beta-catenin at P1. Though β-cells were positive for active beta-catenin, there was no significant relation between Wnt4 and active beta-catenin at P1 (Supplementary Fig. 2a–d″).

### *Wnt4* conditional inactivation in β-cells results in impaired β-cell function

To investigate the function of WNT4, we inactivated it in the β-cells of young adults using *Pdx1-CreER* mice induced with Tamoxifen at 4–5 weeks (Fig. 3a). *Wnt4* transcription was reduced by 40% in *Wnt4* conditional knock-out islets two weeks after triggering inactivation, which is an underestimation as islet preparations contain many non-targeted cell types such as non-β endocrine cells, endothelial cells and contaminating exocrine cells (Supplementary Fig. 4a). Moreover, Wnt4 immunostaining confirmed the extent of the inactivation (Supplementary Fig. 3a–h′). Inactivating *Wnt4* rendered males glucose intolerant as early as 2 weeks after inactivation, with an enhanced effect by the age of 2 months and thereafter (Fig. 3a–d). *Pdx1-CreER;Wnt4 fl/+* heterozygous mice exhibited a normal response to glucose (Fig. 3c). The basal unfasted morning glucose level of tamoxifen-treated *Pdx1-CreER;Wnt4 fl/fl* mice (*Wnt4*^*βKO*^) was also high at 7 weeks, 2 months and 7 months (Fig. 3e–g). Females became glucose intolerant with a delay, starting at 2 months (Supplementary Fig. 4b–f), but there was no difference in basal glucose levels (Supplementary Fig. 4g–i) until 10 months (Supplementary Fig. 4j). There was no significant effect of *Wnt4* inactivation on body mass in the first months in males (Fig. 3h, i) and females (Supplementary Fig. 5a–d) while it was slightly increased after 7 months in males (Fig. 3j) and 10 months in females (Supplementary Fig. 5e). Such physiological defects can be caused either by defective β-cell function or a reduced β-cell mass. We therefore performed a histological assessment of islets at 7 weeks. There was no significant difference between controls and *Wnt4*^βKO^ in terms of islet composition, islet size, and individual endocrine cell size (Fig. 4a–e, Supplementary Fig. 5f, g). Though we have shown that low *Wnt4* expression correlates with a more proliferative state in the perinatal period, deletion in the adult does thus not affect the β-cell mass one may expect if WNT4 controlled proliferation in the adult. This led us to explore a defect in β-cell function.

**Fig. 3:**
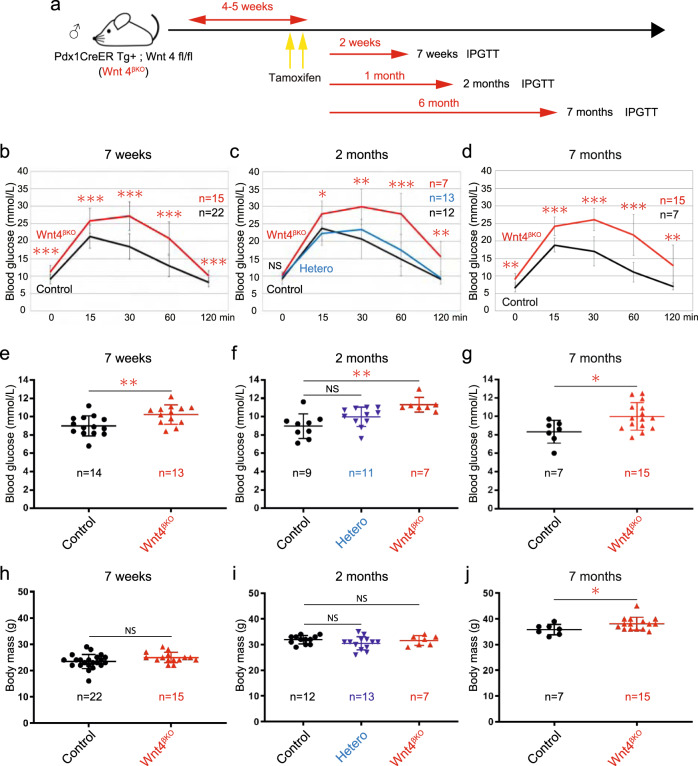
WNT4 in β-cells controls glucose homeostasis. **a** Experimental design of tamoxifen-induced *Wnt4* inactivation in β-cells in male mice and its effect on IPGTT at 7 weeks (**b**), 2 months (**c**) and 7 months (**d**). Basal non-fasted morning blood glucose levels at 7 weeks (**e**), 2 months (**f**), and 7 months (**g**). Body mass of *Wnt4*^βKO^ male mice at 7 weeks (**h**), 2 months (**i**), and 7 months (**j**). Similar measurements in females are presented in Supplementary Figs. 4, 5a–e. Data in graph of **b–j** are presented as mean values ± SD. Statistical analyses are two-tailed unpaired student *t*-test. **b–d**, *p* value from 0 time to 120 min are *p* = 0.0003 (0 time, **b**), *p* = 0.0004 (15 min, **b**), *p* = 5.9e−08 (30 min, **b**), *p* = 2.79e−07 (60 min, **b**), *p* = 0.0001 (120 min, **b**), *p* = 0.1858 (0 time, **c**), *p* = 0.0208 (15 time, **c**), *p* = 0.0021 (30 time, **c**), *p* = 6.38e−05 (60 time, **c**), *p* = 0.0064 (120 time, **c**), *p* = 0.0035 (0 time, **d**), *p* = 0.0001 (15 time, **d**), *p* = 1.58e−05 (30 min, **d**), *p* = 0.0002 (60 min, **d**), *p* = 0.0017 (120 min, **d**). **e** *p* = 0.0062, **f** *p* = 0.0011, **g** *p* = 0.0190, **j** *p* = 0.0490. *p < 0.05, **p < 0.01, ***p < 0.001 and NS not significant. Source data are provided as a Source Data file.

**Fig. 4:**
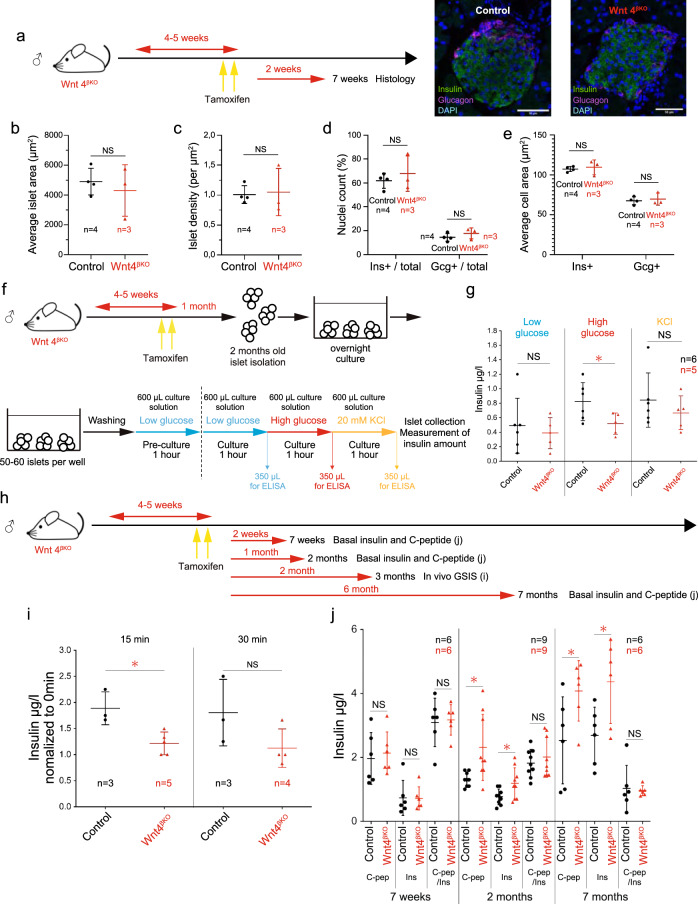
WNT4 controls insulin secretion in β-cells but not their number or size. **a** Experimental design of tamoxifen-induced *Wnt4* inactivation in β-cells in male mice and its effect on islet histology at 7 weeks. Islet area (**b**), and islet density (**c**) % of Insulin^+^ and glucagon^+^ cells (**d**) and average area of insulin^+^ and glucagon^+^ cells (**e**). The average area of islets used for the measurements in (**d**, **e**) is further shown in Supplementary Fig. 5g as the ratios of hormonal cells can be distorted by the size of islets sampled. Experimental design for in vitro GSIS on islets (**f**) and corresponding ELISA measurement of insulin release (**g**). **h** Experimental design for in vivo GSIS shown in (**i**) at 3 months and basal insulin and C-peptide secretion at 7 weeks, 2 months, and 7 months (**j**) upon tamoxifen-induced *Wnt4* inactivation in β-cells in male mice. **i** ELISA for insulin in blood samples from IPGTT of 3 months male mice at 15 and 30 min after glucose injection. **j** ELISA results measuring c-peptide (C-pep) and insulin (Ins) amount in basal blood samples from 7 weeks, 2 months, and 7 months *Wnt4*^*βKO*^ male mice. To check insulin protein maturation efficiency, c-peptide amount is divided by insulin amount at each time point. Data in graph of **b–e**, **g**, **i**, **j** are presented as mean values ± SD. Statistical analyses are two-tailed unpaired student *t*-test. **g** *p* = 0.0464, **i** *p* = 0.0110, **j** *p* = 0.0201 (C-pep, 2 months), *p* = 0.0346 (Ins, 2 months), *p* = 0.0451 (C-pep, 7 months), *p* = 0.0260 (Ins, 7 months). *p < 0.05 and NS not significant. Source data are provided as a Source Data file.

Glucose-stimulated insulin secretion (GSIS) performed on isolated islets showed reduced insulin release in the *Wnt4*^βKO^ islets in response to high glucose (Fig. 4f, g) and insulin secretion of *Wnt4*^βKO^ mice was also reduced in glucose tolerance tests in vivo (Fig. 4h, i). The unstimulated insulin content in islets was however normal and insulin transcripts were not reduced (Supplementary Fig. 5f, h and Supplementary Data 2). Moreover, insulin and c-peptide were found at normal levels in the blood of *Wnt4*^βKO^ mice at 7 weeks (Fig. 4h, j). This indicates that insulin biosynthesis is not perturbed but its secretion as an acute response to glucose is reduced. In vivo, we observed that the chronically elevated glycemia was accompanied by higher insulinemia suggesting that the islets manage to secrete insulin in a chronic setting at 2 and 7 months. There was no significant difference in the ratio of c-peptide to insulin suggesting a normal insulin uptake (Fig. 4h, j). Although *Wnt4*^βKO^ islets reduced insulin release in GSIS, chronically elevated glycemia was accompanied by higher insulinemia, suggesting impaired insulin sensitivity. To address this possibility, we performed insulin tolerance test and checked serum glucagon and insulin levels (Supplementary Fig. 6a–i). Although *Wnt4*^βKO^ mice showed higher basal unfasted glucose level at 2 months and higher 6 h fasted glucose level at 3 months (Supplementary Fig. 6a–c), there were no significant difference in insulin tolerance at 2 months (Supplementary Fig. 6a, f, g) and 6 h fasted serum insulin and glucagon levels at 3 months (Supplementary Fig. 6a, h, i). These results suggest that insulin sensitivity is not affected in *Wnt4*^βKO^ mice.

### Transcriptional and metabolic analysis shows that WNT4 controls metabolic pathways resulting in lower ATP/ADP ratios in *Wnt4*^βKO^

To determine which genes and pathways are controlled by WNT4 in β-cells, we compared the transcriptome of 7-week islets from mice with *Wnt4*^βKO^ to control littermates (Fig. 5a–g and Supplementary Data 2). Gene ontology and pathway analysis (Supplementary Fig. 7a–d) revealed that *Wnt4*^βKO^ islets showed significant reduction of oxidation-reduction processes and specific metabolic pathways, many of which occurring in the mitochondria, as well as transport mechanisms (Fig. 5b–g and Supplementary Data 2). Among the mitochondrial pathways, cysteine and methionine metabolism, fatty acid beta-oxidation and fatty acid biosynthesis were particularly decreased (Fig. 5c–e, Supplementary Fig. 7a, b and Supplementary Data 2). On the contrary, ribosome-related GO categories and genes, as well as oxidative stress and apoptosis genes were upregulated (Supplementary Fig. 7c, d and Supplementary Data 2). However, no apoptosis was detected by TUNEL assay at this early disease stage.

**Fig. 5:**
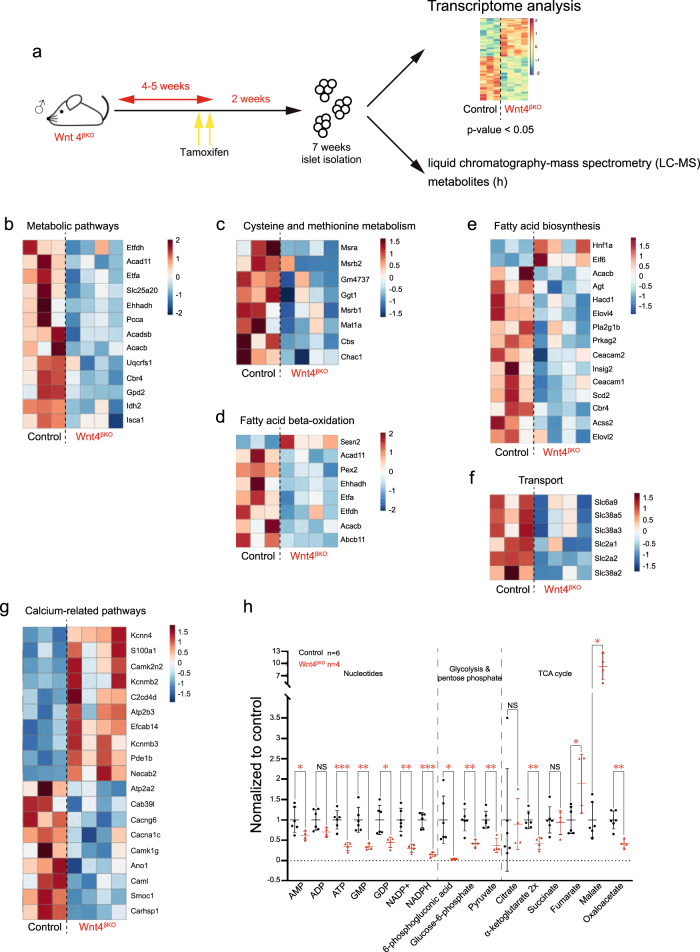
Molecular and metabolic changes in *Wnt4*^*βKO*^ islets. **a** Experimental design for transcriptome analysis and LC–MS analysis of metabolites on different samples. **b–g** Heatmaps showing differentially expressed genes between control and *Wnt4*^*βKO*^ islets as identified in GO analyses of metabolic pathways (**b**), cysteine and methionine metabolism (**c**), fatty acid beta-oxidation (**d**), fatty acid biosynthesis (**e**), transport (**f**) and calcium-related pathways (**g**), derived using empirical Bayes statistical analysis (**a–g** *p* value <0.05). The GO analyses are provided in Supplementary Fig. 7a–d. **h** Metabolite analysis of *Wnt4*^*βKO*^ islets and matched controls by mass spectrometry. Data in graph of **h** are presented as mean values ± SD. Statistical analyses are two-tailed unpaired student *t*-test. **h** p = 0.0486 (AMP), *p* = 0.0006 (ATP), *p* = 0.0024 (GMP), *p* = 0.0184 (GDP), *p* = 0.0017 (NADP+), *p* = 2.26e−05 (NADPH), *p* = 0.0100 (6-Phosphogluconic acid), *p* = 0.0035 (Glucose-6-phosphate), *p* = 0.0012 (Pyruvate), *p* = 0.0016 (α-ketoglutarate 2×), *p* = 0.0278 (Fumarate), *p* = 0.0137 (Malate), p = 0.0012 (Oxalacetate). *p < 0.05, **p < 0.01, ***p < 0.001 and NS not significant. Supplementary Table 2 complements this figure by providing transcript detection levels in each sample enabling comparisons of the *Wnt4*^*βKO*^ islets and matched controls. Source data are provided as a Source Data file.

Our transcription data showed that *Wnt4*^*βKO*^ affects the expression of key metabolic enzymes including mitochondrial isocitrate dehydrogenase 2 (IDH2), and the glucose transporter 2 (SLC2A2/GLUT2) in addition to genes involved in cellular oxidative stress response (Fig. 5b, f). To investigate the metabolic changes associated with *Wnt4*^*βKO*^, we used a targeted approach to measure glycolytic and TCA-cycle metabolites as well as cellular nucleotides using liquid chromatography-mass spectrometry (LC–MS). We observed reduced steady-state levels in Glucose-6-phosphate, pyruvate, oxaloacetate and alpha ketoglutarate in *Wnt4*^*βKO*^ compared to control islets (Fig. 5a, h). In contrast, malate and fumarate levels were increased. This suggests that reduced glucose uptake rate and the transcriptional downregulation of key metabolic enzymes leads to impaired glycolytic and TCA flux affecting cellular energy and precursor availability needed for adult islet function. Indeed, islet ATP/ADP ratio was significantly reduced in mutant islets (Fig. 5a, h). Interestingly, not only Adenosine nucleotides, but most nucleotides including NADP+ and NADPH, key nucleotides needed for cellular redox homeostasis and anabolic reactions, showed reduced steady-state levels (Fig. 5a, h). A reduced flux through the pentose-phosphate pathway (PPP), which is required to nucleotide biosynthesis and cellular redox homeostasis may underlie the observed reduction in cellular nucleotide levels and transcriptional effects on oxidative stress response genes. Strikingly, gluconate an intermediate of the oxidative NADPH-generating branch of the PPP was significantly reduced suggestive of a reduced PPP flux in *Wnt4*^*βKO*^ islets (Fig. 5a, h). Taken together, our data show that the effect of *Wnt4*^*βKO*^ on cell insulin release is accompanied by profound metabolic changes reducing cellular energy and precursor availability, and impaired cellular redox homeostasis.

### Wnt4 additionally controls calcium signaling β-cells

In normal β-cells, an increase in ATP upon glucose sensing stimulates the ATP-sensitive potassium channels and leads to a membrane depolarization that activates L-type voltage-gated Ca^2+^ channels, allowing calcium influx from the extracellular space. Calcium then induces insulin exocytosis. Though no change in the ATP-controlled potassium channel transcripts *Kcnj11* and *Abcc9* were detected, two subunits of the L-type calcium channels involved in insulin release (*Cacna1c* and *Cacng6*) were reduced as well as the calcium signaling genes *Cab39l*, *Caml* and *Camk1g* (Fig. 5g and Supplementary Data 2). Calcium is also a signaling intermediate of WNT4 in other tissues. Indeed, the transduction pathway of WNT4 involves Fzd, LRPs, and ROR2 receptors, of which the G-coupled receptors Fzd1, 3, 4, 5, and 6 were abundant in β-cells^34^. WNT4 can activate 3 different pathways depending on cell types: canonical Wnt/β-catenin^35^, planar polarity (PCP)^36^, and calcium signaling via cAMP^37^. In the transcriptome no evidence of decrease of the β-catenin-mediated canonical pathway or of the PCP were detected. However, *Wnt5b*, which was previously shown to be expressed in the *Cfap126*^*lo*^*/Wnt4*^*lo*^ population^6^ was increased upon *Wnt4* loss, suggesting it is repressed by *Wnt4* (Supplementary Data 2). It is possible that *Wnt5b* compensates for the loss of *Wnt4* since both are known PCP activators. The decrease of calcium signaling components may result from a direct effect of WNT4 on its transduction pathway and may affect glucose-induced calcium signaling. We thus further explored whether WNT4 controlled calcium signaling in β-cells. We initially monitored the calcium response elicited by glucose sensing in *Wnt4*^βKO^ islets and controls using Fluo4-AM (Fig. 6a). We found that *Wnt4*-inactivated islets exhibited a globally lower calcium response at high glucose, both in an assay monitoring Fluo4-AM in islets two weeks after in vivo inactivation (Fig. 6a, b and Supplementary Fig. 8a–d) and in single cells 4 days after in vitro inactivation (Fig. 6c, d and Supplementary Fig. 8i–r). Since WNT4 can activate calcium signaling as an immediate response in other cell types, we tested the effect of exposure of WT islets to additional soluble WNT4 on calcium signaling and observed mildly activated calcium signaling, progressively, in the minutes after exposure (Supplementary Fig. 9a–k). We also investigated possible synergies between glucose- and WNT4-induced calcium signaling. Though the calcium signaling levels induced by WNT4 alone were lower than those elicited by glucose alone (compare Fig. 6e and Supplementary Fig. 9a), subsequent exposure to glucose after 15 min exposure to WNT4 accelerated and increased the calcium response to high glucose (Fig. 6e and Supplementary Fig. 8e–h). To test whether this response was relevant in vivo and conserved in the animal kingdom we also injected WNT4 to transgenic zebrafish larvae expressing the genetically encoded Ca^2+^ indicator GCaMP6s (Fig. 6f–i and Supplementary Fig. 9l). As in mouse islets, we found that WNT4 could activate calcium signaling in β-cells on its own, although we couldn’t detect synergies between high glucose and WNT4 in zebrafish larvae (Fig. 6i and Supplementary Fig. 9l). Taken together, WNT4 can activate calcium in β-cells in multiple species within minutes and inactivation shows that it is needed for their calcium response to glucose.

**Fig. 6:**
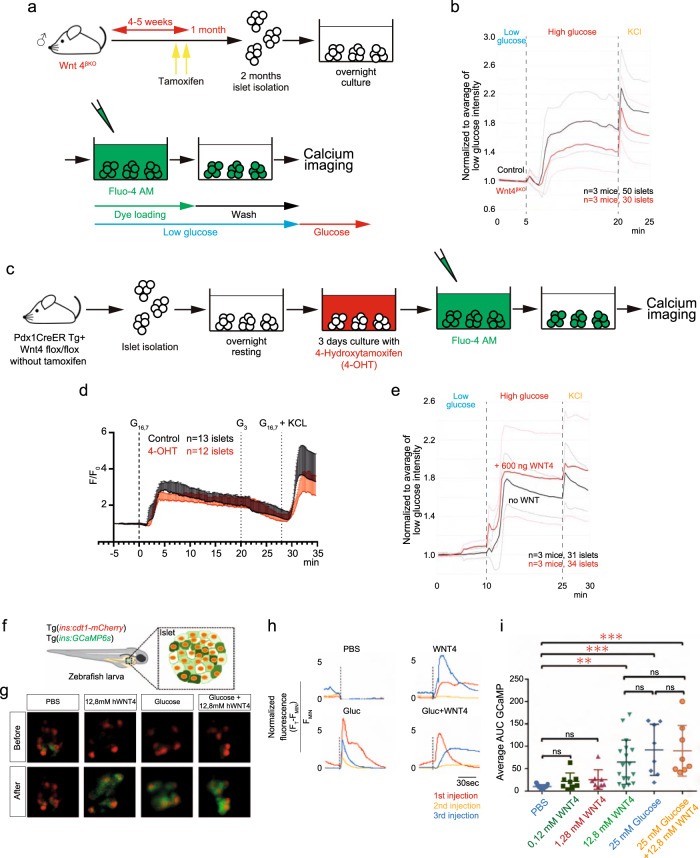
WNT4 promotes influx of calcium in islets of mouse and zebrafish as well as insulin secretion. **a** Experimental design for ex vivo calcium imaging in *Wnt4*^*βKO*^ islets and matched controls. **b** Average calcium fluorescent traces in islets. Area Under Curve (AUC) quantifications are presented in Supplementary Fig. 8a–d. **c** Experimental design for in vitro calcium imaging. **d** Averaged single-cell recordings of intracellular calcium in control and upon *Wnt4* inactivation (4-OHT). Single traces are provided in Supplementary Fig. 8j, k. **e** Calcium imaging in WT islets in the absence or presence of pretreatment with 600 ng WNT4. AUC and peak value quantifications are presented in Supplementary Fig. 8e–h. Red and black broken lines show standard deviations in (**b**, **e**). **f** Cartoon representing a transgenic zebrafish larva expressing the genetically encoded Ca^2+^ indicator GCaMP6s (green) and the nuclear marker cdt1-mCherry (red) under the insulin promoter. Reprinted by permission from [Springer Nature] [Nature Metabolism] (Leader β-cells coordinate Ca2 dynamics across pancreatic islets in vivo, Victoria Salem et al.), [COPYRIGHT] (2019), advance online publication, 14 June 2019 (doi: 10.1038/sj.[NAT. METAB.].) **g** Images from time lapse recording of the islet before and after pericardial injection of 5 nL PBS, 5 nL of 0.5 ng/nL hWNT4 (human), 5 nL of 25 mM glucose and 5 nL of a mixture of 25 mM glucose and 0.5 ng/nL hWNT4. **h** Examples of normalized GCaMP6 traces for each of 3 consecutive injections at 5-min intervals. **i** Quantification of the AUC. Each data point represents the average AUC from three injections in individual larvae. *n* = 13 larvae (PBS), *n* = 8 larvae (0.12 mM WNT4), *n* = 8 larvae (1.28 mM WNT4), *n* = 17 larvae (12.8 mM WNT4), *n* = 8 larvae (25 mM glucose), *n* = 8 larvae (25 mM glucose + 12.8 mM WNT4). *p* < 0.01 (PBS versus 12.8 mM WNT4), *p* < 0.001 (PBS versus 25 mM glucose), *p* < 0.001 (PBS versus 25 mM Glucose + 12.8 mM WNT4). Data are mean ± s.d. (one-way ANOVA with Tukey’s multiple comparison correction, *P* < 0.05, NS not significant) (**i**). Source data are provided as a Source Data file.

## Discussion

The response of β-cells to elevated glucose levels is regulated by signals from other cells such as neurons, α- and δ-cells, and intestinal L- and K-cells. Several of these signals converge on G-coupled receptors that either increase (GCG from α-cells, GLP-1 from L-cells and α-cells, GIP from K-cells) or decrease (Noradrenalin from neurons, SST from δ-cells) cAMP and eventually intracellular calcium and thereby participate in controlling insulin release^11^. We show here that a signal made by β-cells, WNT4, also activates calcium and contributes to lowering blood glucose. Males were most affected by *Wnt4* inactivation, as often reported in other gene inactivation impairing glucose homeostasis^38^. *Wnt4* has previously been shown to be upregulated in β-cells in obese mice^29^ and under high-fat diet conditions^39^. It is also induced by Exendin-4, mimicking GLP-1 activity^40^. This suggests that WNT4 is a physiological sensor in β-cells that acts to adapt their function to the body metabolic status.

While previous studies in cell lines report disparate effects of WNT4 on insulin transcripts and secretion^6,29,39,40^, we show the effect of WNT4 loss or acute exposure on insulin secretion in mouse islets and the importance of its function in an in vivo context. Studies on β-cell lines have shown that WNT4 does not activate the canonical WNT pathway and rather represses this pathway when it is exogenously activated by WNT3a^40,41^. Moreover, a modest increase in pJNK reported in β-cell lines exposed to WNT4 suggests that it can trigger the planar-cell polarity pathway^6^. However, we have not detected differential activity of the canonical and planar-cell polarity pathway either between WNT4-expressing cells at P1 and those that do not express it or upon its conditional inactivation in β-cells. Activity in the PCP may have been compensated by *Wnt5b* upregulation in the *Wnt4* knock-out. Our work using both loss and acute exposure to WNT4 shows that WNT4 activates calcium signaling in β-cells. Several FZD receptors known to bind and respond to WNT4^34^ are present on β-cells and detected in our transcriptome analysis. 

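In the sorted P1 islet cells, the probes of *Fzd5*, *Fzd6*, *Ror2*, *Lrp5* and *Lrp6* were well above background on all 6 arrays. *Fzd3* was well above background on 3 *Wnt4* hi and 2 *Wnt4* low arrays. *Fzd6* was at a log2 intensity of 10.60 ± 0.49 (SD, n = 3) in *Wnt4* hi and 10.83 ± 0.84 (SD, n = 3) in *Wnt4* low cells (adjusted p = 0.918), and *Fzd3* at 8.62 ± 0.67 (SD, n = 3) and 7.87 ± 0.47 (SD, n = 3) (adjusted p = 0.609). The log2 fold change was 0.75 for *Fzd3*, 0.013 for *Fzd5*, −0.23 for *Fzd6*, 0.50 for *Ror2*, 0.17 for *Lrp5* and 0.35 for *Lrp6*, and 0 of these passed the unadjusted threshold. The other probe of *Lrp6* differed by −0.44 and that of *Fzd5* by −0.28. *Ror2* passed the unadjusted threshold in 2 of 22 alternative settings and *Fzd3* in 1 of 22. The sign for *Fzd5* turned in 5 of 22 alternative settings, that for *Fzd6* in 3 of 22, that for *Lrp5* in 2 of 21 and that for *Lrp6* in 1 of 22.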

Though we did not directly investigate WNT4 secretion in β-cells, this has been reported in multiple cell types, as well as its binding to FZD3 and 6 receptors^34,42,43^. They are GPCRs eliciting calcium influx from the extracellular space^25^ and can synergize with glucose-induced internal store calcium release. The calcium pathway may also have effects at longer time scales. It is notably known to activate calcineurin in β-cells, leading to transcriptional responses^44^. The inactivation of the calcineurin pathway in β-cells also leads to diabetes though the main activity reported is a defect in β-cell proliferation. The differences in phenotype may however be due to the fact that the deletion was performed from the onset of β-cell differentiation rather than in adults and therefore affected the perinatal proliferative period^45^.

In addition to the effect of WNT4 on calcium, our transcriptome and metabolic profiling shows that WNT4 controls several metabolic pathways in β-cells. Previous work highlighted the importance for metabolic mediators linking β-cells metabolic status to glucose-stimulated insulin secretion (GSIS). In particular, several of the pathways we found impaired upon WNT4 inactivation by metabolic profiling of islets are known to control GSIS. This was notably the case for increased cellular ATP/ADP and NADPH/NADP ratios, as well as anaplerotic pyruvate, sustained activity of cytosolic pyruvate citrate, pyruvate isocitrate cycles and pentose-phosphate pathway activities^46^. While WNT4 exerts a direct regulation of calcium via FZD receptors, these metabolic changes were identified in time scales of 1–2 weeks after inactivation and are expected to rely on a transcriptional response of β-cells downstream of WNT4, possibly via calcineurin. Even though exposure to exogenous WNT4 was previously shown to increase the transcriptional regulator *ESSRG* and oxidative phosphorylation in immature β-cells produced from human embryonic stem cells^31^, these pathways were not affected in our loss of function experiments in mice (Supplementary Fig. 7a–d and Supplementary Data 2). This may be either a species difference or, more likely due to the fact that the previous study was performed in the maturation period while ours show a requirement after the cells have matured.

While these recent experiments have shown that WNT4 controls the metabolic maturation of β-cells from human pluripotent stem cells^31^ our experiments showing that WNT4 is turned on in β-cells as they mature provides an in vivo perspective suggesting that in the early postnatal period WNT4 is heterogeneously turned on in β-cells and signals to promote maturation. Moreover they show the important role of WNT4 as a paracrine signal controlling β-cell function and glucose homeostasis in juveniles and adults.

## Methods

### Ethics statement

All experiments with mice conducted in Germany were performed under license 2014-15-2934-01008 and 2019-15-0201-01613 from the Danish Veterinary Office and the license of Tierversuchsvorhabens (TVV 9/2020, “Wnt4 im Pankreas”) from the Governmental IACUC (“Landesdirektion Sachsen”). The experiments with mice conducted in Denmark were approved by the Danish Animal Experiments Inspectorate (Dyreforsøgstilsynet), the Governmental IACUC (“Landesdirektion Sachsen”) and the Max Planck institute Animal Welfare Officer.

All experiments with Zebrafish were carried out in compliance with European Union and German laws (*Tierschutzgesetz*) and with the approval of the TU Dresden and the Landesdirektion Sachsen Ethics Committees (approval no: TVV 45/2018). In this study, all live imaging in vivo, compound and glucose injections, as well as experimental procedures were performed with zebrafish larvae that did not exceed the 5-dpf stage, as stated in the animal protection law (TierSchVersV §14). According to the EU directive 2010/63/EU, the use of these earlier zebrafish stages reduces the number of experimental animals, according to the principles of the 3Rs.

### Mice

All mice were maintained in the animal facilities of either University of Copenhagen or of the Max Planck Institute of Molecular Cell Biology and Genetics (MPI-CBG). Mice were housed under standardized pathogen-free conditions with free access to food and water in a 12/12 h light/dark cycle at an ambient temperature of 20-24 °C and 45-65% humidity. These genetically modified mice lines were used: *Tg(Ifp1-cre/Esr1)*^*35.10Dam*^ ^47^ (*Pdx1CreER*), *Wnt4*^*tm1Svo/tm1Svo*^ ^48^ (*Wnt4 fl/fl*), *Gt(ROSA)26Sor*^*tm4(ACTB−tdTomato,−EGFP)Luo*^ ^49^ (*mTmG*), *Gt(ROSA)26Sor (Rosa26LacZ), Wnt4*^*tm2(EGFP/cre)Svo*^ ^32^ (*Wnt4eGFPCre*). The data were collected on males and females. Specific information relative to gender is indicated for each experiment.

### Conditional inactivation of Wnt4 in β-cells using Tamoxifen administration

Tamoxifen (T5648-1G, Sigma) was dissolved in corn oil (C8267, Sigma) to a final concentration of 50 mg/mL. To inactivate *Wnt4* genes in β-cells, *Wnt4 fl/fl* mice (*Wnt4*^*tm1Svo/tm1Svo*^) were crossed with *Pdx1CreER* (*Tg(Ifp1-cre/Esr1)*^*35.10Dam*^) mice to generate *Pdx1CreER;Wnt4 fl/fl* (*Wnt4*^*βKO*^) and littermate *Wnt4 fl/fl* were used as controls. In some experiments (Fig. 3c, f, i), we also used *Pdx1CreER;Wnt4 fl/+* and could not observe a phenotype, lending support to an absence of effect of the *Pdx1CreER* allele. To trace *Wnt4*-inactivated β-cells, *Rosa26LacZ (Gt(ROSA)26Sor)* mice or *Gt(ROSA)26Sor*^*tm4(ACTB−tdTomato,−EGFP)Luo*^ ^49^ (*mTmG*) mice were crossed with *Pdx1CreER;Wnt4 fl/fl* mice to generate *Pdx1CreER;Wnt4 fl/fl;Rosa26LacZ* (*Wnt4*^*βKO*^*;LacZ*) and *Pdx1CreER;Wnt4 fl/fl;mTmG* (*Wnt4*^*βKO*^*;mTmG*). 4-5week-old *Wnt4*^*βKO*^*;LacZ* and *Wnt4*^*βKO*^*;mTmG* mice were treated with 200 μL Tamoxifen solution twice every other day by gavage. These mice were euthanized between 7 weeks and 12 months for collecting islets and pancreas samples. Cre recombination efficiency for Wnt4 allele was checked by qPCR analysis using 7-week-old *Wnt4*^*βKO*^ islets samples and immunostaining for WNT4.

### Intraperitoneal glucose tolerance test (IPGTT) and basal blood glucose level

Mice were fasted for 6 h and injected with 2 g/kg D-glucose intraperitoneally. Blood drops were collected from the tail at 0, 15, 30, 60, and 120 min after glucose injection to measure blood sugar levels. Glucose levels were assessed by using a glucometer (One Touch select Plus Glucometer #10963194). In separate experiments, blood samples were collected at 0, 15, 30 min after glucose injection for checking serum insulin levels. Basal blood samples were collected in the morning without fasting.

### Insulin tolerance test (ITT)

Mice were fasted for 6 h and injected with 0.5 U/kg insulin (NovoRapid® FlexPen® 100 U/mL, Novo Nordisk A/S) intraperitoneally. Blood drops were collected from the tail at 0, 15, 30, 60, and 120 min after insulin injection to measure blood sugar levels. Glucose levels were assessed by using a glucometer (One Touch select Plus Glucometer #10963194).

### Isolation and culture of murine islets

To isolate adult mouse islets, 5 mL of 0.5 mg/mL Collagenase (C9263 Sigma) in RPMI 1640 (21870076, Gibco^TM^) was injected into the pancreatic duct before its harvesting. The collagenase-injected pancreas was transferred to 1 mL Collagenase solution (0.5 mg/mL) in a 15 mL Falcon tube and incubated for 5 min in a 37 °C water bath and subsequently washed with RPMI 1640, shacked vigorously 10 times and centrifuged 1 min at 1000 rpm. After 3 washing steps, the supernatant was discarded and the pellet resuspended in 3 mL Histopaque®1119 (11191, Sigma) and transferred into a 15 mL falcon tube. The following solutions were each added drop-by drop: 3 mL Histopaque®1083 (10831, Sigma), then 3 mL Histopaque®1077 (10771, Sigma) and finally 3 mL RPMI 1640. The islet preparation was centrifuged 20 min at 2500 rpm without breaking at the end. After centrifuging, a ring of islets formed in the gradient and were picked and transferred to RPMI 1640 in a petri dish. Each of islet was hand-picked under a stereomicroscope and cultured in RPMI 1640 supplemented with 10% fetal bovine serum (FBS) and penicillin–streptomycin at 37 °C with 5% CO_2_.

To isolate neonatal islets, the pancreas from neonatal mice (postnatal day1; P1) was transferred to 500 μL of 0.25 mg/mL Collagenase, RPMI 1640 solution in a 2 mL tube and incubated for 12 min at 37 °C in a water bath. To stop enzyme activity, 1.5 mL 0.5% serum in RPMI 1640 was added after incubation and mixed by pipetting and then centrifuged for 2 min at 220 g at 4 °C. After centrifugation, the supernatant was discarded and washed using 1.5 mL of 0.5% serum in RPMI 1640. After 3 washing steps, they were transferred into RPMI 1640 in a petri dish. Each islet was hand-picked under a stereomicroscope and processed for further experiments. Forty to sixty islets were collected per P1 pup.

### Glucose stimulated insulin secretion (GSIS) assay in isolated mouse islets

Islets were isolated from 2-month-old tamoxifen-gavaged *Wnt4*^*βKO*^ male mice and control littermate males (*Pdx1CreERTg-; Wnt4 fl/fl*). Isolated islets were cultured overnight in RPMI 1640 GlutaMAX^TM^ (61870010, Gibco^TM^) with 10% FBS and Penicillin–Streptomycin at 37 °C with 5% CO_2_.

After overnight incubation, islets were washed and pre-incubated in 3.3 mM glucose (basal glucose), pH 7.4 buffered Krebs-Ringer bicarbonate (KBR)^50^ solution with 10 mmol/l HEPES (KRBH) and with 0.1% BSA (Basal glucose KRBH). KBR solution was saturated with 95% O_2_ for 20 min at 37 °C before starting GSIS assay. Per mouse, 50-60 islets were transferred to 1 well in 4-well plates (176740, Thermo Scientific) with 600 μL basal glucose KRBH and washed 1 time by basal glucose KRBH and then pre-incubated for 1 h at 37 °C. After preincubation, islets were washed again with basal glucose KRBH and followed by 1 h incubation with basal glucose KRBH, 16.7 mM glucose KRBH (high glucose KRBH), and 20 mM KCl in basal glucose KRBH to assess insulin secretion under each condition. Three hundred and fifty microliters solution was collected for analysis for each condition. To check the total insulin content in each well, all islets were collected and sonicated in 100 μL water at the end of the experiment. The 25 μL of sonicate was mixed with 75 μL of Acid ethanol (0.18 M HCl in 96% ethanol) and was incubated in 4 °C for 12 h. Secreted insulin in each condition (basal glucose, high glucose and KCl condition) and total insulin content were quantified using a Mercodia Mouse Insulin ELISA kit following the manufacturer’s protocol (10-1247-01, Mercodia).

### Measurements of Insulin, glucagon, and C-peptide in mouse serum

Blood samples were collected from 7 weeks, 2 months, 3 months, and 7 months tamoxifen-gavaged *Wnt4*^*βKO*^ male mice and control littermate males (*Pdx1CreERTg-; Wnt4 fl/fl*) with or without fasting. Blood samples were collected in 1.5 mL tubes and were centrifuged 15 min at 2500 rpm, 4 °C. After centrifuging, supernatant was collected for ELISA analysis. Insulin content was quantified using a Mercodia Mouse Insulin ELISA kit (10-1247-01, Mercodia) and a Ultra Sensitive Mouse Insulin ELISA Kit (90080, Crystal Chem), and Glucagon was quantified using a Mouse Glucagon ELISA Kit (81518, Crystal Chem), and C-peptide was quantified using ALPCO Mouse C-peptide ELISA kit (80-CPTMS-E01, ALPCO) following the manufacturer’s protocol.

### Calcium signaling measurements

After isolating islets from 2-month-old *Wnt4*^*βKO*^ male mice, 20–30 islets were transferred into 30% Matrigel in RPMI 1640-coated μ-Slide 8 well plate (80826, ibidi) with RPMI 1640 GlutaMAX^TM^, 10% FBS and Penicillin–Streptomycin and cultured at 37 °C with 5% CO_2_ overnight. The assays were performed as described in Kenty et al.^51^. All changed media for calcium imaging were pre-warmed at 37 °C in 5% CO_2_ before media changes. Serum-containing culture media were washed and replaced with 2.5 mmol glucose in KRBH with 0.1% BSA (fasting buffer) for Fluo4, AM (F14201, Invitrogen Thermo Fisher Scientific) loading. Prior to measurements, islets were incubated with 5 μmol Fluo4, AM in fasting buffer at 37 °C with 5% CO_2_ for 1 h. Fluo4 AM-stained islets were washed 5 times in fasting buffer for 15 min. For serial glucose stimulations in calcium imaging, islets were incubated in 2.5 mmol glucose in KRBH (fasting buffer) for 5 min as low glucose condition, then changed to 15 mmol glucose in KRBH (high glucose buffer) for 15 min as high glucose condition and final step was changed to 30 mmol KCl in fasting buffer for 5 min to depolarize the cell membrane.

To evaluate the effect of WNT4 on calcium influx in β-cells, 600 ng of Recombinant Mouse Wnt-4 Protein (rmWNT4, 475-WN, R&D Systems) were added when the 2.5 mmol glucose in KRBH was added, for 15 min and maintained during the 15 mmol glucose in KRBH treatment (Fig. 6e and Supplementary Figs. 8e–h, 9a–k). Isolated wild-type (*Pdx1CreERTg-; Wnt4 fl/fl*) islets were stained by Fluo4, AM as specified above. For serial glucose stimulations in calcium signaling, islets were incubated in 2.5 mmol glucose in KRBH for 5 min twice, then changed to 2.5 mmol glucose in KRBH supplemented with 600 ng of rmWNT4 for 15 min, then changed to 15 mmol glucose in KRBH supplemented with 600 ng of rmWNT4 for 15 min and finally to 30 mmol KCl in fasting buffer for 5 min to depolarize the cell membrane. Control wild-type islets were incubated in low and high glucose without rmWNT4.

A Zeiss LSM 780 inverted microscope (Carl Zeiss) and a Zeiss LSM 880 inverted microscope (Carl Zeiss) were used for time lapse imaging of Calcium influx of murine islets. Confocal imaging was done with a 10× objective, capturing one image every 30 s. On *Wnt4*^*βKO*^ islets Calcium influx imaging, 10 confocal images were taken at 2.5 mmol glucose in KRBH condition (low glucose condition for 5 min), then 30 confocal images were taken at 15 mmol glucose in KRBH condition (high glucose condition for 15 min), and then 10 confocal images were taken at 30 mmol KCL in low glucose condition (KCL condition for 5 min). In experiments stimulating islets with exogenous rmWNT4, 10 confocal images were taken at 2.5 mmol glucose in KRBH condition, then 10 confocal imaging were taken after exchanging the 2.5 mmol glucose in KRBH condition, then 30 confocal images were taken at 600 ng rmWNT4 in 2.5 mmol glucose in KRBH condition, then 30 confocal images were taken at 600 ng rmWNT4 in 15 mmol glucose in KRBH condition and then 10 confocal images were taken 30 mmol KCL in 2.5 mmol glucose in KRBH condition. Calcium influx intensity of series of confocal images were analyzed by FIJI software. All calcium influx intensities were normalized by the average intensity of the first 10 confocal images at 2.5 mmol glucose in KRBH condition.

### In vitro inactivation, calcium imaging, and insulin secretion in perifusion chambers

After overnight culture in standard RPMI 1640 medium supplemented with 1% FBS and 8 mM glucose, islets from *Pdx1CreER;Wnt4 fl/fl* mice were cultured with 4-Hydroxytamoxifen (final concentration: 1 μM, Sigma-Aldrich, cat. no. H6278) or without 4-Hydroxytamoxifen for additional three days before insulin secretion assay or calcium imaging.

For cytosolic calcium imaging, cultured islets were embedded in fibrin gels on coverslips. Briefly, fibrin gels were prepared by mixing 3 μL Hanks’ balanced salt solution (HBSS) with 1 μL human fibrinogen (10 mg/mL in HBSS; Sigma-Aldrich), after which three to five islets, together with 1 μL human thrombin (50 U/mL in HBSS; Sigma-Aldrich) to induce fibrinogen polymerization, were placed individually in the gel. The gel-embedded islets were kept in cultured medium until incubated with Fluo4-AM (3.33 μM, Invitrogen, catalog F14201) for 45 min in 3 mM KRBH buffer (137 mM NaCl, 5.36 mM KCl, 0.34 mM Na_2_HPO_4_, 0.81 mM MgSO_4_, 4.17 mM NaHCO_3_, 1.26 mM CaCl_2_, 0.44 mM KH_2_PO_4_, 10 mM HEPES, 0.1% BSA, 3 mM glucose, pH 7.3) at 37 °C in a cell culture incubator. Calcium imaging was performed in a custom-made temperature-controlled perfusion system using a LSM 780 laser scanning microscope system as previously published^52^. Fluo4-AM fluorescence was excited at 488 nm and emission detected at 500–575 nm. Time series recording spanning 40-50 μm of the islet (Z step: 10 μm, stack of 5-6 confocal images with a size of 512 × 512 pixels) was carried out with a sampling rate of 5 s. Data were analyzed using ImageJ (NIH) from sum intensity projections. The average Fluo4-AM fluorescence intensity of individual islet cells was measured in drawn ROIs using Time Series Analyzer plugin (https://imagej.nih.gov/ij/plugins/time-series.html). Changes in cytosolic Ca^2+^ level were calculated and normalized to the average value in the baseline (F/F_0_) recorded in 3 mM KRBH buffer.

### Immunofluorescence staining

Pancreases were isolated from mice at E18.5, P0, P1, P5, 7,8 weeks, 2, 3, 7, 10 months, and 1 year. These pancreas samples were fixed in 4% paraformaldehyde (PFA) in PBS for 2 h at 4 °C with gentle rotation. After 3 washes in cold PBS, samples were transferred to 15% sucrose in 0.12 M phosphate buffer for 2 h at 4 °C with gentle rotation and then samples were embedded in gelatin (7.5% gelatin diluted in 15% sucrose in 0.12 M phosphate buffer). Gelatin blocks were frozen at −65 °C in isopentane and kept at −80 °C. Frozen sections of 8 μm were made. For permeabilizing the tissue, slides were put into PBST (0.1% Tween 20 in PBS) for 10 min. Incubation with blocking buffer (10% Donkey serum in PBST) for 1 h at room temperature to reduce background. Primary antibodies in blocking buffer were applied to the tissue and incubated overnight at 4 °C. After overnight incubation, tissues were washed 3 times with PBST. The tissues were incubated with secondary antibody (Alexa fluor, see Antibody section) and 4′,6-diamidine-2′-phenylindole dihydrochloride (0.1 μg/mL, DAPI) for 1 h at room temperature, followed by 3 washes with PBST. The tissues were mounted in Fluorescence Mounting Medium (DAKO, S302380-2). All Immunofluorescence images were taken using either a Leica SP8 confocal microscope, a Zeiss LSM 880 Airy upright CZ7 confocal microscope, a Zeiss LSM 880 Airy inverted CZ6 confocal microscope and a Leica DM5500 upright wide-field microscope.

### Antibodies for immunohistochemistry

These antibodies were used in this study for immunohistochemistry; Primary antibodies were goat anti-WNT4 (R&D system, AF475, 1:100) (Fig. 1g), rabbit anti-WNT4 (Bioss Antibodies, BS-6134R, 1:100)(Supplementary Fig. 3), guinea pig anti-Insulin (DAKO, A0564, 1:100), mouse anti-Glucagon (Sigma, G2654, 1:800), chicken anti-GFP (Abcam, ab13970, 1:1000), rabbit anti-Ki67 (Abcam, ab16667, 1:100), mouse anti-active beta-catenin (Millipore, 05-665, 1:100), rabbit anti-pMLC (Cell Signaling Technology, 3674, 1:100). Secondary antibodies were donkey anti-mouse Alexa Fluor^TM^ 568 (Thermo Fisher, A10037, 1:1000), donkey anti-mouse Alexa Fluor® 647 (Jackson ImmunoResearch Europe Ltd, 715-605-150, 1:800), donkey anti-chicken Alexa Fluor® 488 (Jackson ImmunoResearch Europe Ltd, 703-545-155, 1:800), goat anti-chicken Alexa Fluor^TM^ 488 (Thermo Fisher, A-11039, 1:1000), donkey anti-goat Alexa Fluor® 488 (Abcam, ab150129, 1:1000), donkey anti-guinea pig Texas red (Abcam, ab6906, 1:300), donkey anti-guinea pig Biotin (Jackson ImmunoResearch Europe Ltd, 706-065-1480, 1:400), donkey anti-rabbit Biotin (Jackson ImmunoResearch Europe Ltd, 711-065-152, 1:200), Streptavidin Alexa Fluor® 647 (Jackson ImmunoResearch Europe Ltd, 016-600-084, 1:1000). Nuclei were stained with DAPI (Sigma, D9542-1MG, 1:10000).

### TUNEL assay

To detect apoptosis cells on pancreas samples on sections, TUNEL assays were performed with ApopTag Peroxidase in situ apoptosis detection kit (Millipore: S7100) followed by the manufacturer’s protocol.

### Islet mass and composition analysis

Pancreatic islet mass and composition was assessed in 8-μm-thick pancreas cryosections stained for insulin (1:10, guinea pig, Agilent, cat. no. IR002), glucagon (1:500, mouse, Sigma, cat. no. G2654), and DAPI (2.5 μg/L, Sigma-Aldrich). Immunostaining was visualized by Alexa Fluor 488 and Alexa Fluor 546 secondary antibodies (1:200; Life Technologies). Images were acquired in a slide scanner (Axio Scan.Z1; Carl Zeiss) for analysis of islet size and density that includes all islets in the sections. Additionally, 19 to 22 islets from each mouse were imaged using an upright laser scanning microscope (LSM 780 NLO; Carl Zeiss, Jena, Germany) with a water dipping objective (W Plan-Apochromat 203/1.0 DIC M27 75 mm; Carl Zeiss) for analysis of islet composition and cell size (Fig. 4d, e and Supplementary Fig. 5g). Quantification of immunohistochemistry was done manually using ImageJ (NIH).

### Fluorescence activated cell analysis and sorting

#### Cell cycle

The islets from 5 pups were pooled together into 1 sample. In total the islets from 25 pups were used, grouped in samples (*n* = 5). Single-cell dissociated P1 *Wnt4eGFPCre; mTmG* islets were stained with the Vybrant™ DyeCycle™ Violet Stain (Invitrogen, #V35003) for cell cycle analysis, following the manufacturer´s instructions. Cells were incubated at 37 °C for 30 min at a final stain concentration of 1 µM in RPMI 1640 medium supplemented with 2% FBS prior flow cytometry analysis.

#### Mitochondrial activity

The islets from 5 pups were pooled together into 1 sample. In total the islets from 25 pups were used, grouped in samples (*n* = 5). Single-cell dissociated P1 *Wnt4eGFPCre; mTmG* islets were stained with the MitoTracker Deep Red FM (Invitrogen, #M22426) to assay mitochondrial activity, following the manufacturer´s instructions. Cells were incubated at 37 °C for 30 min at a final stain concentration of 25 nM in RPMI 1640 medium supplemented with 2% FBS. After incubation time, cells were washed and resuspended in RPMI 1640 medium supplemented with 2% FBS containing 10 µM of DAPI to exclude dead cells, prior flow cytometry analysis.

#### Flow cytometry analysis

FACS analyses were performed on a BD LSR Fortessa analyzer (BD Biosciences) controlled by BD FACSDiva™ v8.0.1 software. Further analysis and quantifications were performed on the FCS Express 6 Flow Research Edition software v6.01 (De Novo Software). Gating procedures are exemplified in Supplementary Fig. 10.

### RT-qPCR

For total RNA extraction, 7-week-old *Wnt4*^*βKO*^ male mice islets were lysed in RLT buffer containing 1% β-mercaptoethanol and total RNA was extracted by using the RNeasy Plus Micro Kit (QIAGEN: 74034) following the manufacturer’s protocol. For generating cDNA from RNA, 1 μg of total RNA, random-primer and SuperScript III reverse transcriptase (Invitrogen: 18080093) were used following the manufacturer’s protocol. Gene expression levels were checked on StepOnePlus real-time PCR system (Applied Biosystems) using Power SYBR Green PCR Master Mix (Applied Biosystems 4367659). *Wnt4* transcript levels were normalized to the housekeeping gene Hprt. qPCR primers; *Wnt4* fw: CCTGCGACTCCTCGTCTTC; *Wnt4* rv: CTCTGGATCAGGCCTTTGAG, *Hprt* fw: GGCCAGACTTTGTTGGATTTG; *Hprt* rv: TGCGCTCATCTTAGGCTTTGT.

### Microarray analysis

Transcriptome analysis of islets of P1 pups *Wnt4eGFPCre; mT/mG* mice and 7-week-old *Wnt4*^*βKO*^ male mice were performed using the array platform SurePrint G3 Mouse Gene Expression v2 8x60K (Agilent Technologies, # G4852B) following the manufacturer’s protocol. RNA was extracted using the RNeasy Plus Micro Kit (Qiagen, # 74034) and RNA concentration and quality were determined on a 2100 Bioanalyser instrument using the Agilent RNA 6000 Pico kit (Agilent Technologies). *Wnt4*^hi^ is used referring to islet cells expressing high levels of GFP based on lineage tracing, that is having expressed *Wnt4* with onset between E18.5 and P1. The native GFPCre could not be used in these experiments because too low for FACS detection at native levels. The islets from 3–4 pups were pooled together into each individual sample. Three replicates were used. 500 pg of purified RNA was transcribed into cDNA by using the Ovation PicoSL WTA System V2 kit (Nugen, #3312-48) and labeled with the SureTag DNA Labeling kit (Agilent technologies, #5190-3400). For 7-week-old *Wnt4*^*βKO*^ islets, 50 ng of RNA was labeled with the low input Quick Amp Labeling Kit (Agilent Technologies, #5190-2305). Following cDNA (1.5 µg) and cRNA (600 ng) hybridization step using the Gene Expression Hybridization kit (Agilent Technologies, #5188-5242), microarray slides were washed and scanned on a SureScan microarray scanner (Agilent Technologies).

The extracted raw data files were analyzed using the R-BioConductor package limma. The background intensities were subtracted out using the *normexp* function with the default offset value of 50, and then normalized between arrays using the quantile normalization method. PCA, clustering and differential expression analysis were performed using limma package itself.

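Across the probes of the 6 arrays, Pearson's r was 0.942 to 0.965 between the *Wnt4* hi arrays, 0.949 to 0.963 between the *Wnt4* low arrays and 0.920 to 0.956 between the populations, where probes are not independent replicates. The first principal component held 37.5% of the variance and separated the populations, with scores of 48.5 to 58.4 for the *Wnt4* hi arrays and −72.8 to −28.2 for the *Wnt4* low arrays. The second held 24.3% and did not separate them.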

### Gene ontology (GO) analysis

Gene ontology (GO) analysis was performed to study the roles of the differentially expressed mRNAs. To reveal the significantly up- or downregulated pathways of gene expression profile from P1 *Wnt4eGFPCre;mTmG* islets and tamoxifen-treated 7 weeks *Wnt4*^*βKO*^ islets, the David online tool (https://david.ncifcrf.gov) was used. KEGG pathway analysis were used at the functional level. DAVID analysis adopts a modified Fisher’s Exact test (EASE score) to calculate the enrichment in gene annotation. *p* < 0.05 was considered a statistically significant difference.

### Mass spectrometry

The islets of 7-week-old *Wnt4*^*βKO*^ were collected in 100 μL 70% Ethanol with 100 nM chloropropamide as internal standard and were homogenized for 15 min at 4 °C and 300 × *g* in a TissueLyser II (Qiagen) after adding 1/3 volume of 0.5 mm zirconium beads. Next, 10 μL of homogenate solution was isolated for protein quantification by the BCA Protein Quantification Kit (Pierce BCA Protein Assay Kit, Thermo Scientific). The resulting mixture was centrifuged at 13,000 × *g* for 30 min and the supernatant transferred to a new tube. The supernatant was split in two equal parts for nucleotide estimation and carboxylic acid determination. For nucleotide estimation equal volume of acetonitrile was added and applied to LC–MS system.

For the determination of carboxylic acids the following derivatization procedure was performed: the supernatant was speed vacuum dried and resuspended in 15 μL of dH_2_O. Twenty five microliters 1 M EDC and 50 μL 10 mM 4-BNMA were added and incubated for 45 min in 60 °C and quenched with 100 μL of 50 mM acetate and speed vacuum dried. The pellet was incubated for 30 min in 50 μL CAN:H_2_O (50:50 v/v). LC-MSMS analysis were performed.

LC–MS/MS analysis was performed on a high performance liquid chromatography (HPLC) system (*1200 Agilent*) coupled online to G2-S QTof (*Waters*). For normal phase chromatography Bridge Amide 3.5 μL (2.1 × 100 mm) column from Waters and for reverse phase chromatography CORTECS C18, 2.7 (2.1 × 100 mm) column from Waters were used. The following gradient program for the reverse phase was used: Eluent B: from 50 to 100% within 12 min; 100% from 12 to 17 min; equilibration of 50% from 17 to 25 min. The flow rate was set at 0.3 mL/min.

For the normal phase the mobile phase composed of eluent A and eluent B (40% acetonitrile, 0.1 mM ammonium acetate, and 0.01% NH_4_OH) was applied with the following gradient program: eluent B, from 0% to 100% within 18 min; 100% from 18 to 21 min; 0% from 21 to 26 min. The flow rate was set at 0.3 mL/min. The spray voltage was set at 3.0 kV and the source temperature was set at 120 °C. Nitrogen was used as both cone gas (50 L/h) and desolvation gas (800 L/h), and argon as the collision gas. MS^E^ mode was used with Bridge Amide 3.5 μL (2.1 × 100 mm) column in ESI-negative ionization polarity for the detection of the nucleosides. Mass chromatograms and mass spectral data were acquired and processed by MassLynx software (Waters).

### Zebrafish husbandry

Zebrafish were raised in standard conditions at 28 °C. Established transgenic lines used in this study were *Tg(ins:gCaMP6s;cryaa:mCherry)*^53^, *Tg(ins:cdt1-mCherry;cryaa:GFP)*^54^ to allow for a clear separation of the spectra and simultaneous signal recordings from the GCaMP and mCherry channels.

### Zebrafish live imaging

Embryos were treated with 0.003% (200 µM) 1-phenyl-2-thiourea to inhibit pigmentation from 24 h post fertilization onwards. At 4.5 days post fertilization (dpf), the larvae were anaesthetized using 0.4 g l^–1^ Tricaine and mounted in glass-bottom microwell dishes (MatTek Corporation) using 1% low-melting agarose containing 0.4 g l^–1^ Tricaine. Once the agarose was solidified, the dishes were filled with embryonic fish water containing 0.4 g l^–1^ Tricaine. Live imaging was performed on an inverted laser scanning confocal system, ZEISS LSM 780, using a water C-Apochromat 40×/NA 1.2 correction lens. In the *Tg(ins:GCaMP6s);Tg(ins:cdt1-mCherry)* double-transgenic animals, the GCaMP6 and mCherry signals were acquired simultaneously using the 488 nm and 561 nm laser lines. The videos were recorded focusing on a single plane, recording a frame every 0.5 s with an *XY* resolution of 0.12 µm per pixel (512 × 512 pixels). Laser power was maintained as low as possible (<1.5%) to minimize phototoxicity.

### Pericardial injection in zebrafish

Injections were performed as previousy described^19^ using pulled glass pipettes with a 5-nl tip volume calibrated microscopically (3.5-inch Drummond no. 3-000-203-G/X, Sutter pipette puller P-1000). A pneumatic pico-pump (FemtoJet, Eppendorf), injecting pressure 500 hPa and compensation pressure 0 hPa, was used to deliver a 1-s injection into the pericardial cavity in the agarose-mounted larva, assisted by a micromanipulator (InjectMan N2, Eppendorf). Doses were 5 nL PBS, 5 nL of 0.5 ng/nL Recombinant Human Wnt-4 protein (rhWNT4, R&D system, 6076-WN), 5 nL of 25 mM glucose and 5 nL of 25 mM glucose together with 0.5 ng/nL rhWNT4. Injection of vehicle (1× PBS).

### Quantification of GCaMP6 fluorescence intensity in zebrafish images

For the quantification of changes in GCaMP6 fluorescence the cumulative response of all imaged β-cells to the injection was quantified. To this end, the area under the curve (AUC) based on the normalized fluorescence intensity covering 100 frames after the time of injection was calculated. For the normalization of the fluorescence intensity we subtracted only the background from the imaging using the following formula:

$$({F}_{{{{{\rm{T}}}}}}-{F}_{{{{{{\rm{min}}}}}}})/{F}_{{{{{{\rm{min}}}}}}}$$

where *F*_T_ is the integrated fluorescence intensity at a given time and *F*_min_ is the minimum value recorded during the live imaging session.

The larvae were injected with three separate pulses spaced by 5 min each. For each injection, the GCaMP AUC was calculated covering 100 frames after injection (50 s). Then, the average AUC was calculated from the 3 pulses.

### Spatial drift correction of zebrafish images

The red channel (cdt1-mCherry) signal from the β-cell nuclei was used to correct for spatial drift in the green GCaMP6s channel. We employed the Fiji plugin ‘Descriptor-based series registration (2d/3d + t)’ (https://imagej.net/Descriptor-based_registration (2d/3d))^55^, applying the model ‘Rigid (2d)’, with ‘3-dimensional quadratic fit’. A σ of 13 and threshold of 0.03 were applied to the detection of nuclear signal, with a minimum number of three neighbors, redundancy of 1 and a random sample consensus (Ransac) error of 5. Matching across time series was achieved using global optimization.

### Statistical analysis

The Statistical analysis were performed with GraphPad Prism 6 v9.4.0 and Microsoft Excel v16.65 software. The data were presented as mean ± SD values. To determine statistically significant differences (*p* < 0,05), two-tailed unpaired student’s *t*-test was applied for statistical analysis except for WNT4-treated mouse islets (Supplementary Fig. 9a–k) and Zebrafish experiments (see figure legends).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Reporting Summary

Supplementary Table 1

Supplementary Table 2

## Data Availability

Transcriptome data are available at Geo under accession numbers: GSE210237 (P1 GFP+ vs GFP− samples) and GSE210267 (conditional inducible knock-out of Wnt4 in β-cells). Mass spectrometry data are available at MetaboLights under accession number: MTBLS6012. Source data are provided with this paper.

## Source data

Source data

# Supplementary material for: Wnt4 is heterogeneously activated in maturing β-cells to control calcium signaling, metabolism and function
**Source:** Nat Commun. 2022 Oct 21;13:6255. doi: 10.1038/s41467-022-33841-5
**Supplement:** Supplementary file 1 — Supplementary Information

**Title: *Wnt4* is heterogeneously activated in maturing  $\beta$ -cells to control calcium signaling, metabolism and function**

Keiichi Katsumoto<sup>1,2\*</sup>, Siham Yennek<sup>2#</sup>, Chunguang Chen<sup>3,4,5#</sup>, Luis Fernando Delgadillo Silva<sup>6</sup>, Sofia Traikov<sup>1</sup>, Dror Sever<sup>2</sup>, Ajuna Azad<sup>2</sup>, Jingdong Shan<sup>7</sup>, Seppo Vainio<sup>7</sup>, Nikolay Ninov<sup>4,6</sup>, Stephan Speier<sup>3,4,5</sup>, Anne Grapin-Botton<sup>1,2,4\*</sup>

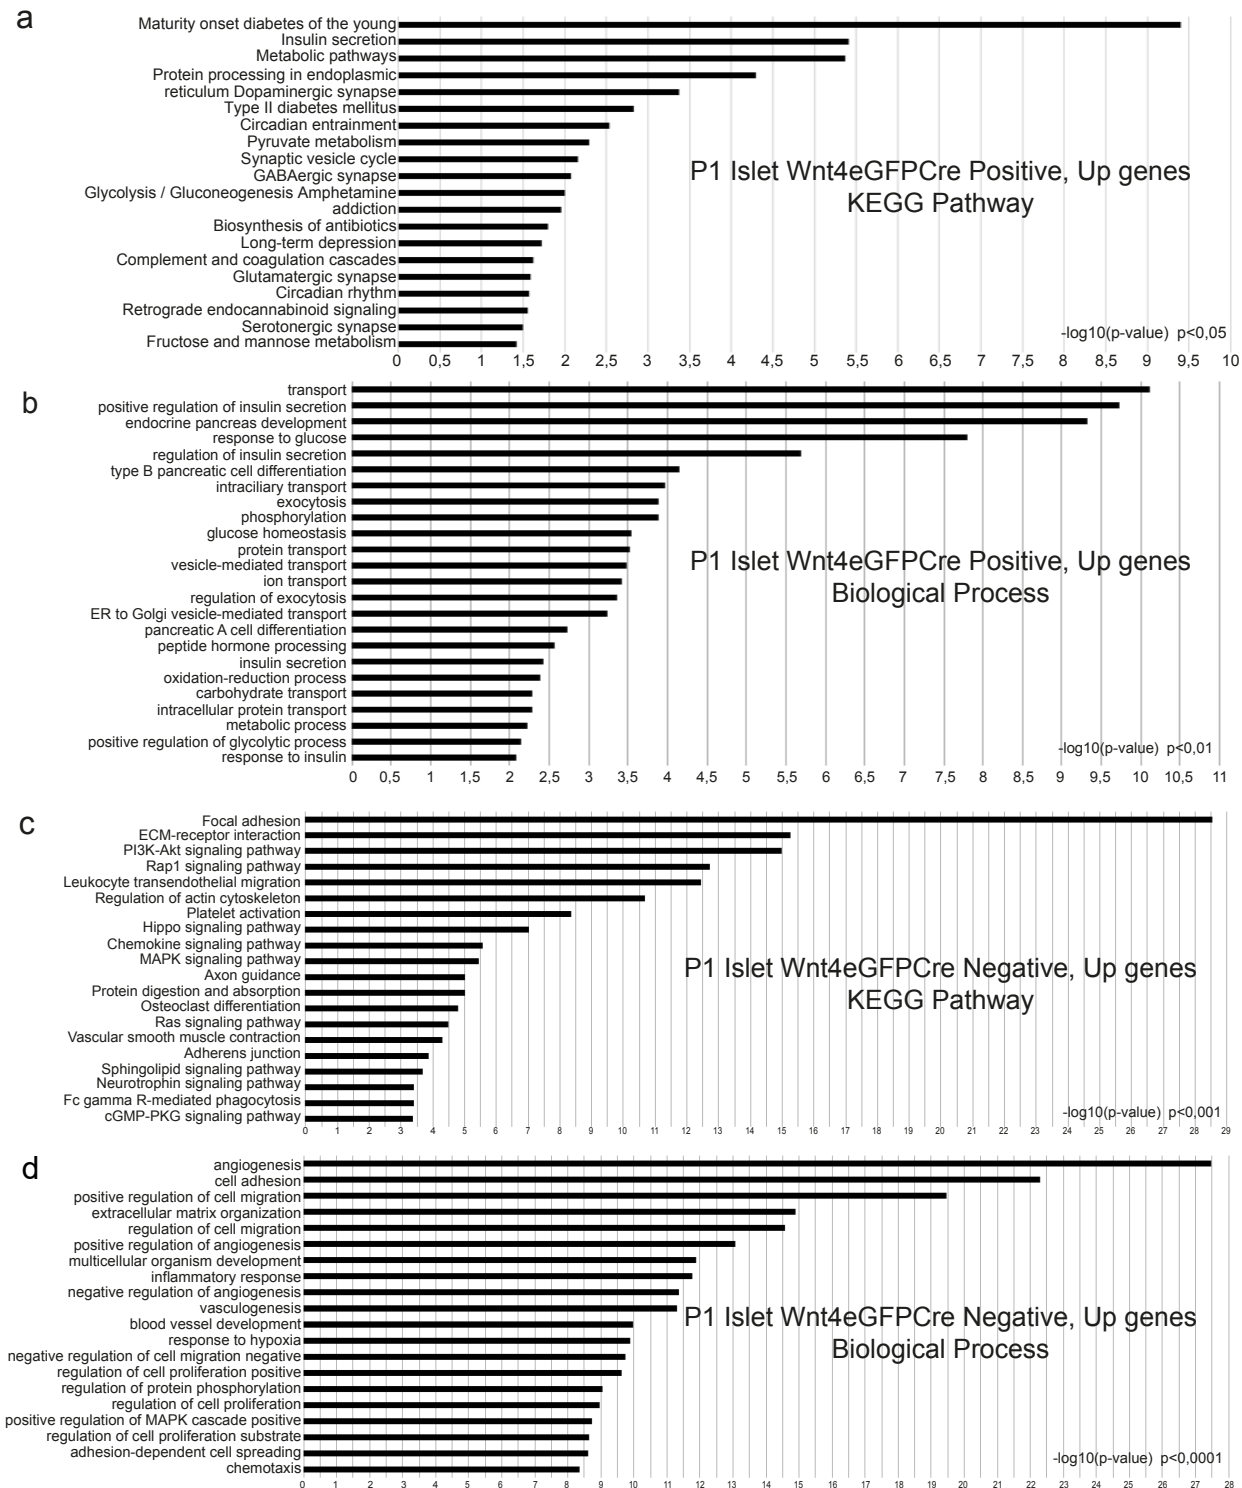

**Supplementary Fig. 1: Gene ontology analysis of P1 *Wnt4eGFPCre*; *mT/mG* islets.**

**a-d**, Gene ontology analysis results of P1 *Wnt4eGFPCre*; *mT/mG* islets based on DAVID Bioinformatics Resources 6.8. Results with the modified Fisher exact p-value (EASE score) < 0.05 were considered to be significantly enriched. Selected significant enriched terms of gene ontology. Enriched terms of KEGG Pathway (**a**) and Biological Process (**b**) from up-genes of *Wnt4eGFPCre* *Tg* +; *mTmG* *Tg*+. Enriched terms of KEGG Pathway (**c**) and Biological Process (**d**) from up-genes of *Wnt4eGFPCre* *Tg*-; *mTmG* *Tg*+. Source data are provided as a Source Data file.

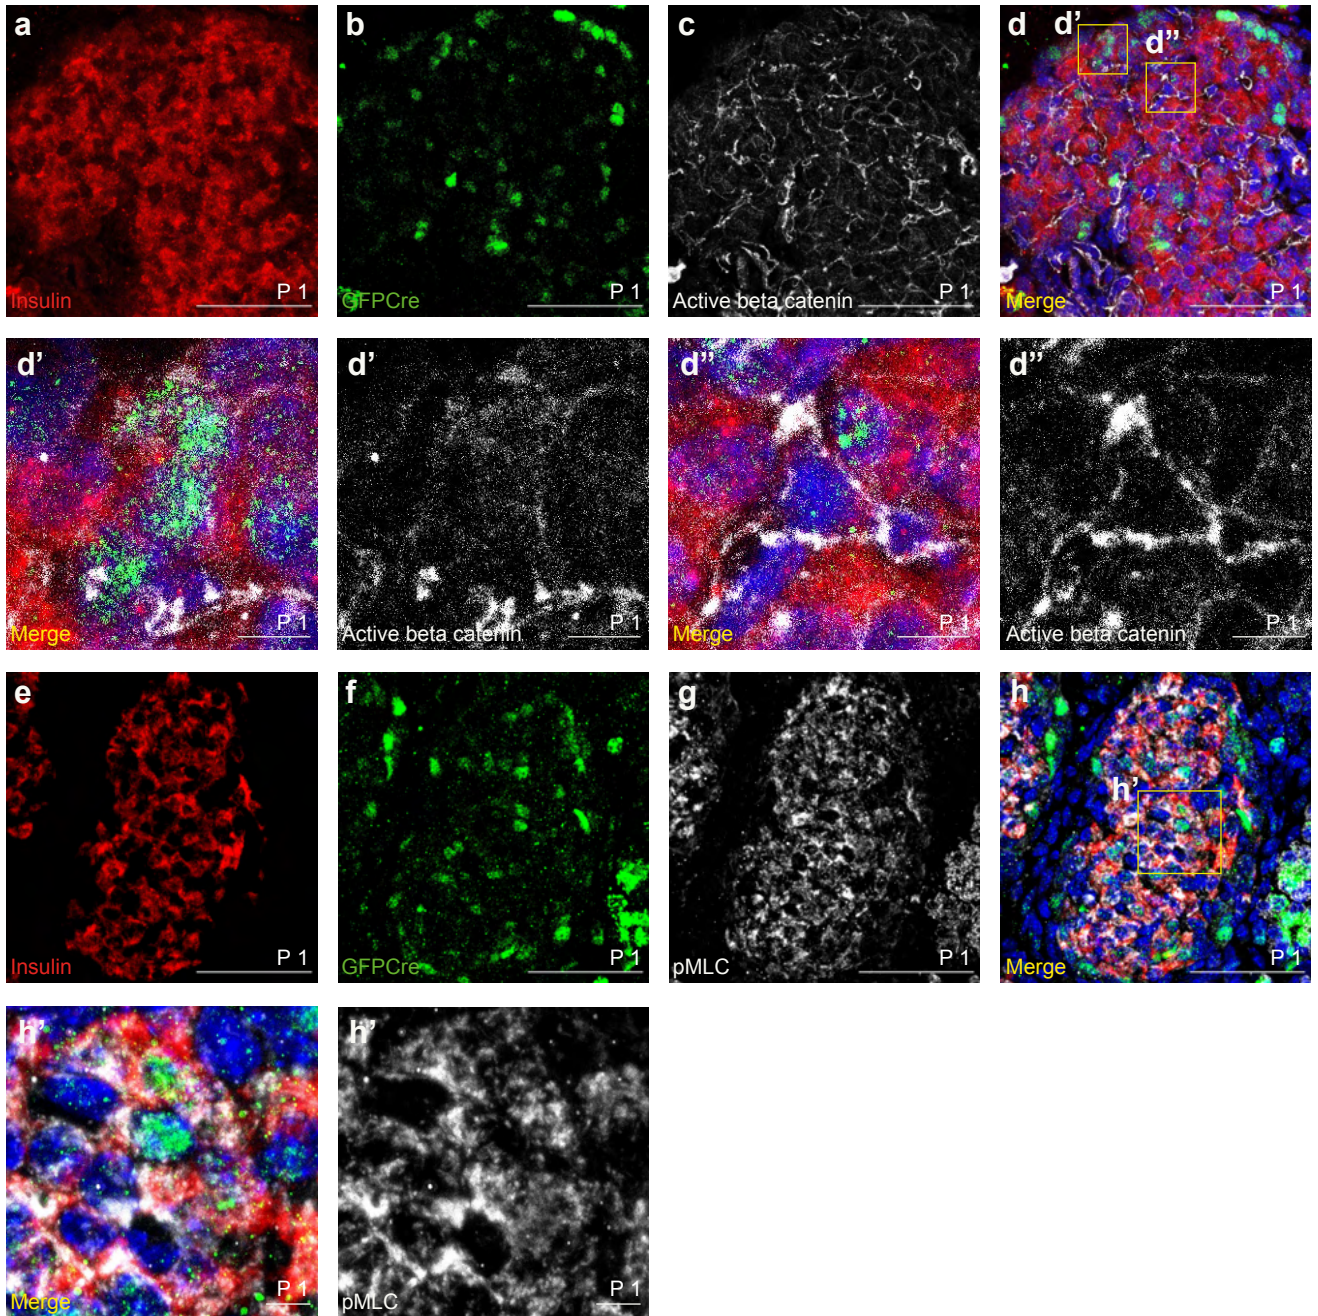

**Supplementary Fig. 2: Canonical and non-canonical Wnt signal in P1 islets.**

**a-d**, Expression pattern of insulin (**a**), GFPCre (**b**), active beta-catenin (**c**) and merge image including DAPI staining (**d**) in P1 *Wnt4eGFPCre Tg+* islets. **e-h**, Expression pattern of insulin (**e**), GFPCre (**f**), pMLC (**g**) and merge image including DAPI staining (**h**) in P1 *Wnt4eGFPCre Tg+* islets. **d'** **d''** **h'** **h''**, High magnification of yellow squares in corresponding panels. Scale bar 50 μm in (**a-d**, **e-h**), 5 μm in (**d'**, **d''**, **h'**, **h''**). Representative images are from three independent samples.

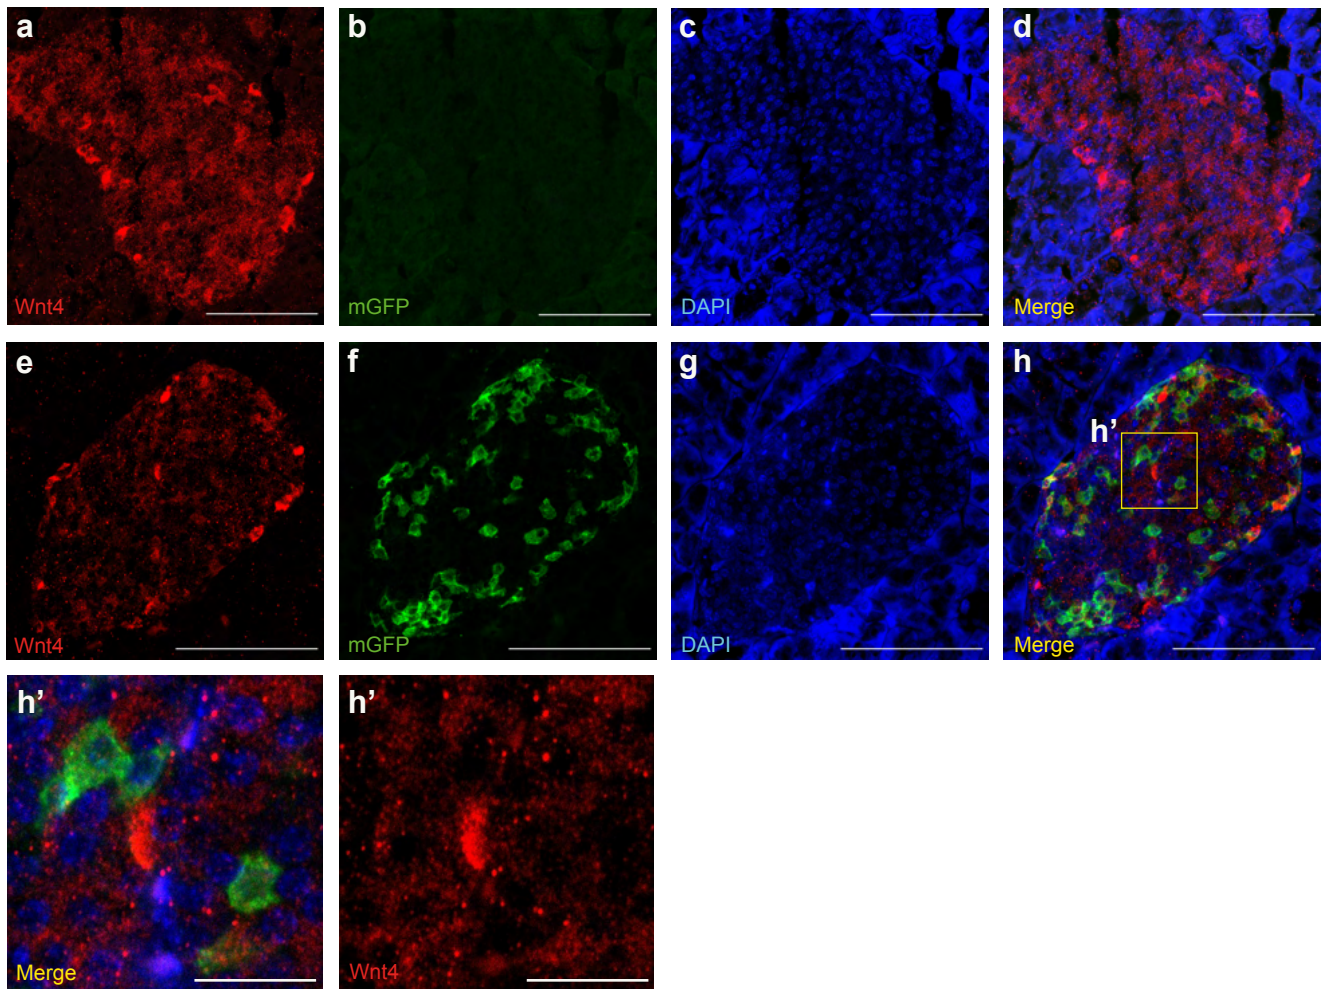

**Supplementary Fig. 3: Expression pattern of WNT4 in *Wnt4<sup>BKO</sup>* islets.**

**a-d**, Expression pattern of Wnt4 (**a**), mGFP (**b**), DAPI staining (**c**) and merge image (**d**) in control 3 months *Wnt4eGFPCre Tg<sup>-</sup>; mTmG Tg<sup>+</sup>* islet. **e-h**, Expression pattern of Wnt4 (**e**), mGFP (**f**), DAPI staining (**g**) and merge image (**h**) in mutant 3 months *Wnt4eGFPCre Tg<sup>+</sup>; mTmG Tg<sup>+</sup>* islet. **h'**, High magnification of yellow squares in corresponding panels. Scale bar 100  $\mu\text{m}$  in (**a-h**), 20  $\mu\text{m}$  in (**h'**). Representative images are from three independent samples.

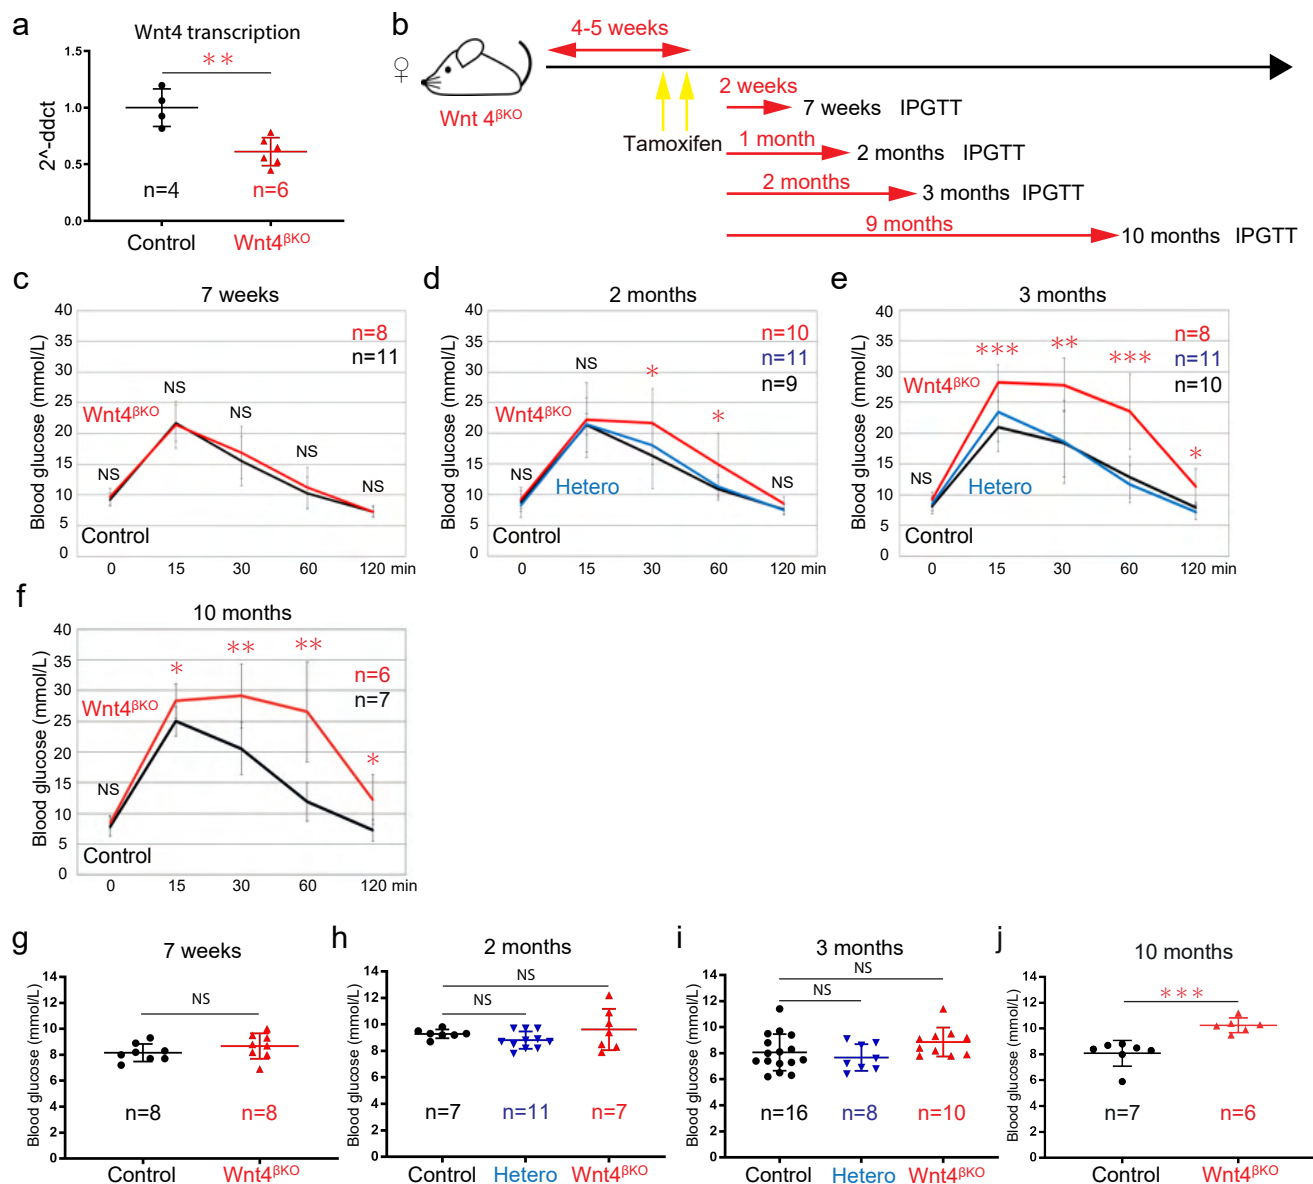

**Supplementary Fig. 4: Glucose tolerance and basal glucose in *Wnt4*<sup>βKO</sup> females.**

**a**, *Wnt4* qPCR results of 7 weeks *Wnt4*<sup>βKO</sup> islets. Control; 4 mice, *Wnt4*<sup>βKO</sup>; 6 mice. **b**, Illustration of experimental design for tamoxifen-induced inactivation of *Wnt4* in β-cells in female mice for intraperitoneal glucose tolerance test (IPGTT). **c-f**, Results of IPGTT of *Wnt4*<sup>βKO</sup> female mice at 7 weeks (**c**), 2 months (**d**), 3 months (**e**) and 10 months (**f**). **g-j**, Basal blood glucose levels of *Wnt4*<sup>βKO</sup> female mice at 7 weeks (**g**), 2 months (**h**), 3 months (**i**) and 10 months (**j**). Data in graph of **a**, **c-j** are presented as mean values ± SD. Statistical analyses are two-tailed unpaired student t-test. **a**,  $p=0.0027$ , **d**,  $p=0.0439$  (30min),  $p=0.0414$  (60min), **e**,  $p=0.0005$  (15min),  $p=0.0010$  (30min),  $p=0.0002$  (60min),  $p=0.0147$  (120min), **f**,  $p=0.0371$  (15min),  $p=0.0078$  (30min),  $p=0.0055$  (60min),  $p=0.0127$  (120min). **j**,  $p=0.0006$ . \*  $p<0.05$ , \*\*  $p<0.01$ , \*\*\* $p<0.001$  and NS; not significant. Source data are provided as a Source Data file.

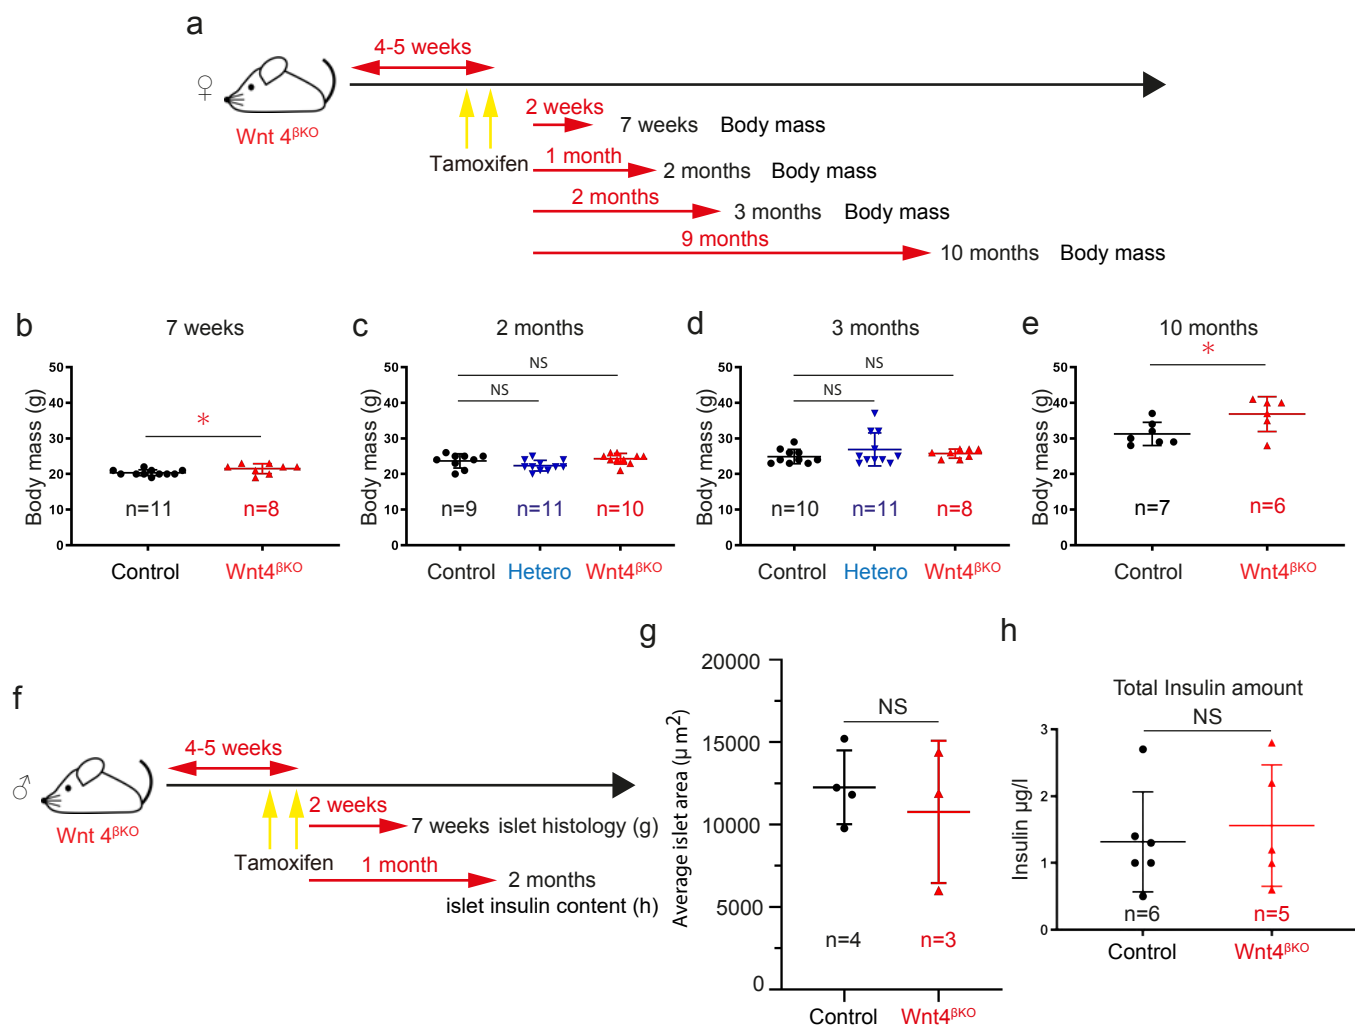

**Supplementary Fig. 5: Body mass in *Wnt4*<sup>βKO</sup> females and islet area and insulin content in males.**

**a**, Illustration of experimental design: after the tamoxifen-induced inactivation of *Wnt4* in  $\beta$ -cells in females, the body mass was measured in the mice submitted to IPGTT reported in Supplementary Fig. 4 at 7 weeks (**b**), 2 months (**c**), 3 months (**d**) and 10 months (**e**). **f**, Experimental design relative to the islet histology quantifications presented in (**g**) and the insulin content measurements shown in (**h**). **g**, Average islet area in analysis of insulin+ and glucagon+ cell ratio and insulin+ and glucagon+ average cell area (Fig. 4d,e). **h**, Total insulin amount of islet assessed by ELISA, relative to the insulin secretion shown in Fig. 4g. Data in graph of **b-e**, **g-h** are presented as mean values  $\pm$  SD. Statistical analyses are two-tailed unpaired student t-test. **b**,  $p=0.0399$ , **e**,  $p=0.0322$ . \* $p<0.05$  and NS; not significant. Source data are provided as a Source Data file.

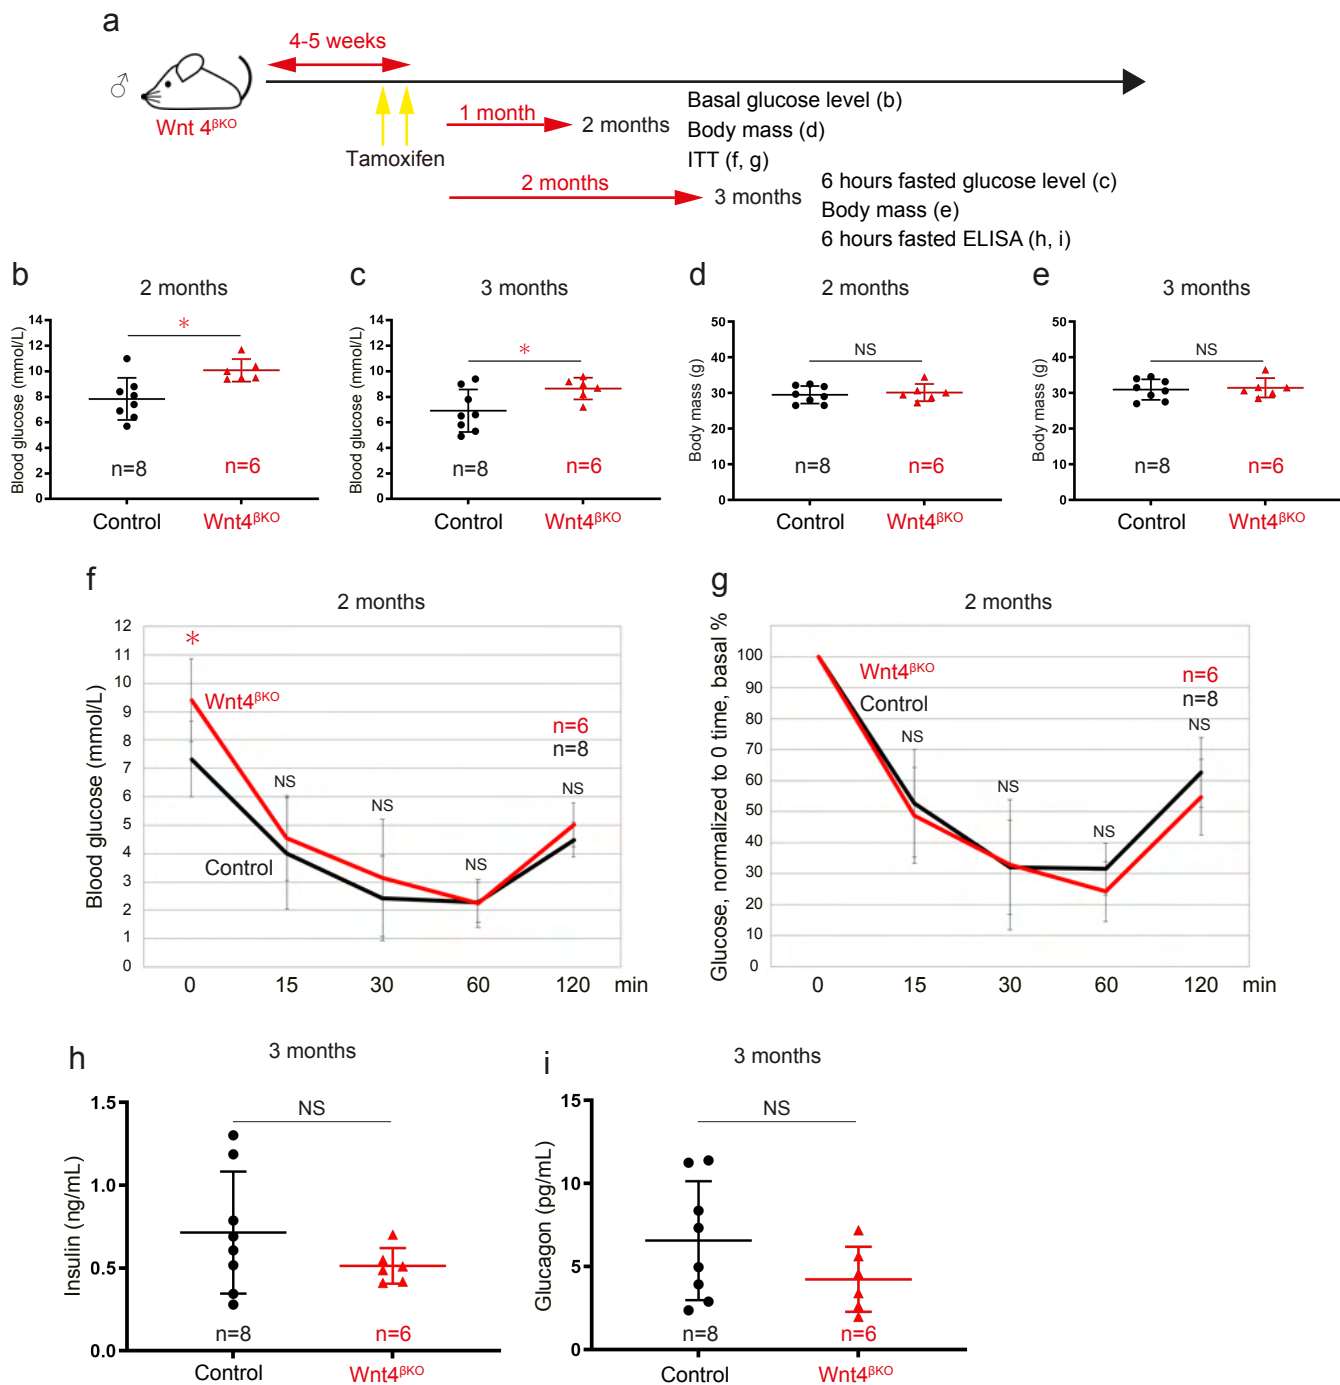

**Supplementary Fig. 6: Insulin tolerance test and fasted insulin and glucagon amount in *Wnt4*<sup>βKO</sup> mice.**

**a**, Experimental design for basal glucose (**b**), body mass (**d**) and insulin tolerance test (ITT) (**f,g**) at 2 months and 6 hours fasted glucose (**c**), body mass (**e**), ELISA measurement of insulin (**h**) and glucagon (**i**) at 3 months in tamoxifen-induced *Wnt4* inactivation in  $\beta$ -cells in male mice. **b**, Basal blood glucose level at 2 months. **c**, 6 hours fasted blood glucose level at 3 months. **d,e**, Body mass of *Wnt4*<sup>βKO</sup> male mice at 2 months (**d**) and 3 months (**e**). **f,g**, Result of insulin tolerance test (ITT) of *Wnt4*<sup>βKO</sup> male mice at 2 months (**f**) and glucose level was normalized to 0 time (**g**). **h,i**, ELISA for insulin (**h**) and glucagon (**i**) in 6 hours fasted blood samples from 3 months *Wnt4*<sup>βKO</sup> male mice. Data in graph of **b-i** are presented as mean values  $\pm$  SD. Statistical analyses are two-tailed unpaired student t-test. **b**,  $p=0.0108$ , **c**,  $p=0.0389$ , **f**,  $p=0.0169$  (0 time), \* $p<0.05$  and NS; not significant. Source data are provided as a Source Data file.

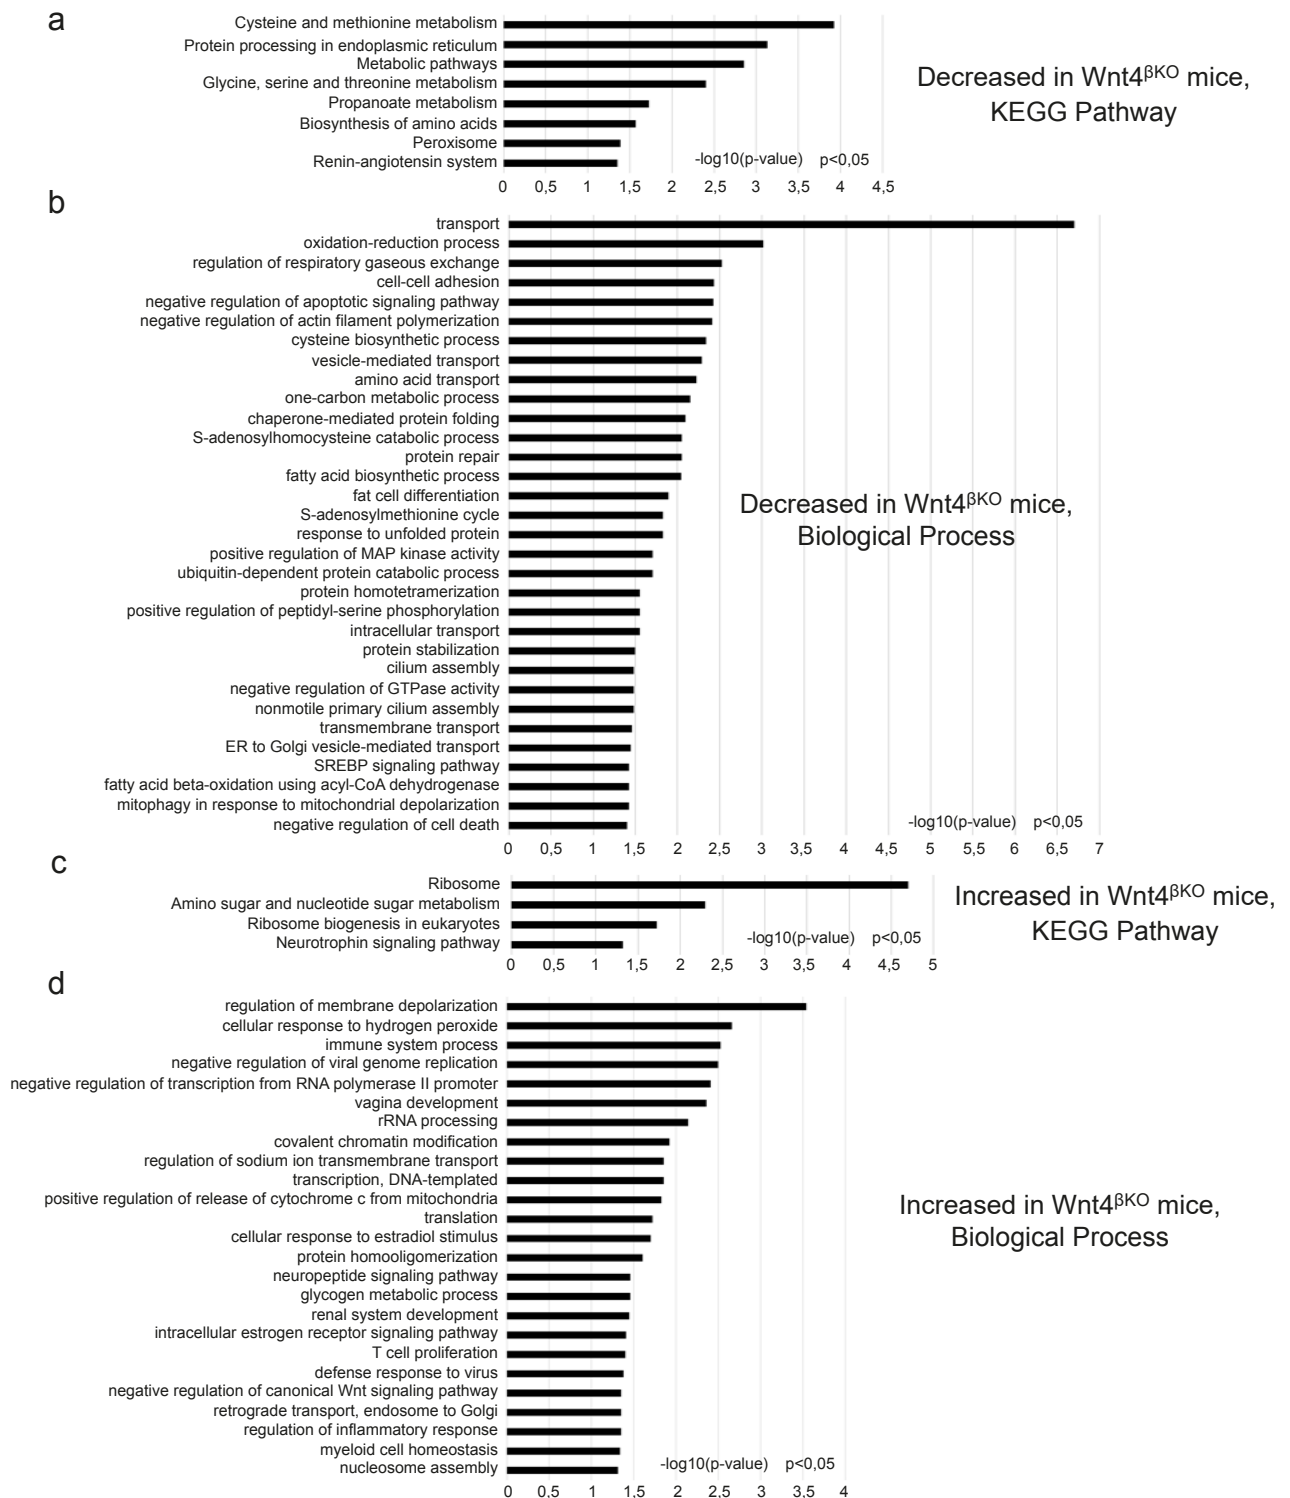

### Supplementary Fig. 7: Gene ontology analysis of 7-weeks *Wnt4*<sup>βKO</sup> islets.

**a-d**, Gene ontology analysis results of 7-weeks *Wnt4*<sup>βKO</sup> islets based on DAVID Bioinformatics Resources 6.8. Results with the modified Fisher exact p-value (EASE score) < 0.05 were considered to be significantly enriched. Selected significant enriched terms of gene ontology. Enriched terms of KEGG Pathway (**a**) and Biological Process (**b**) for down-regulated genes in *Wnt4*<sup>βKO</sup> islets. Enriched terms of KEGG Pathway (**c**) and Biological Process (**d**) for up-regulated genes in *Wnt4*<sup>βKO</sup> islets. Source data are provided as a Source Data file.

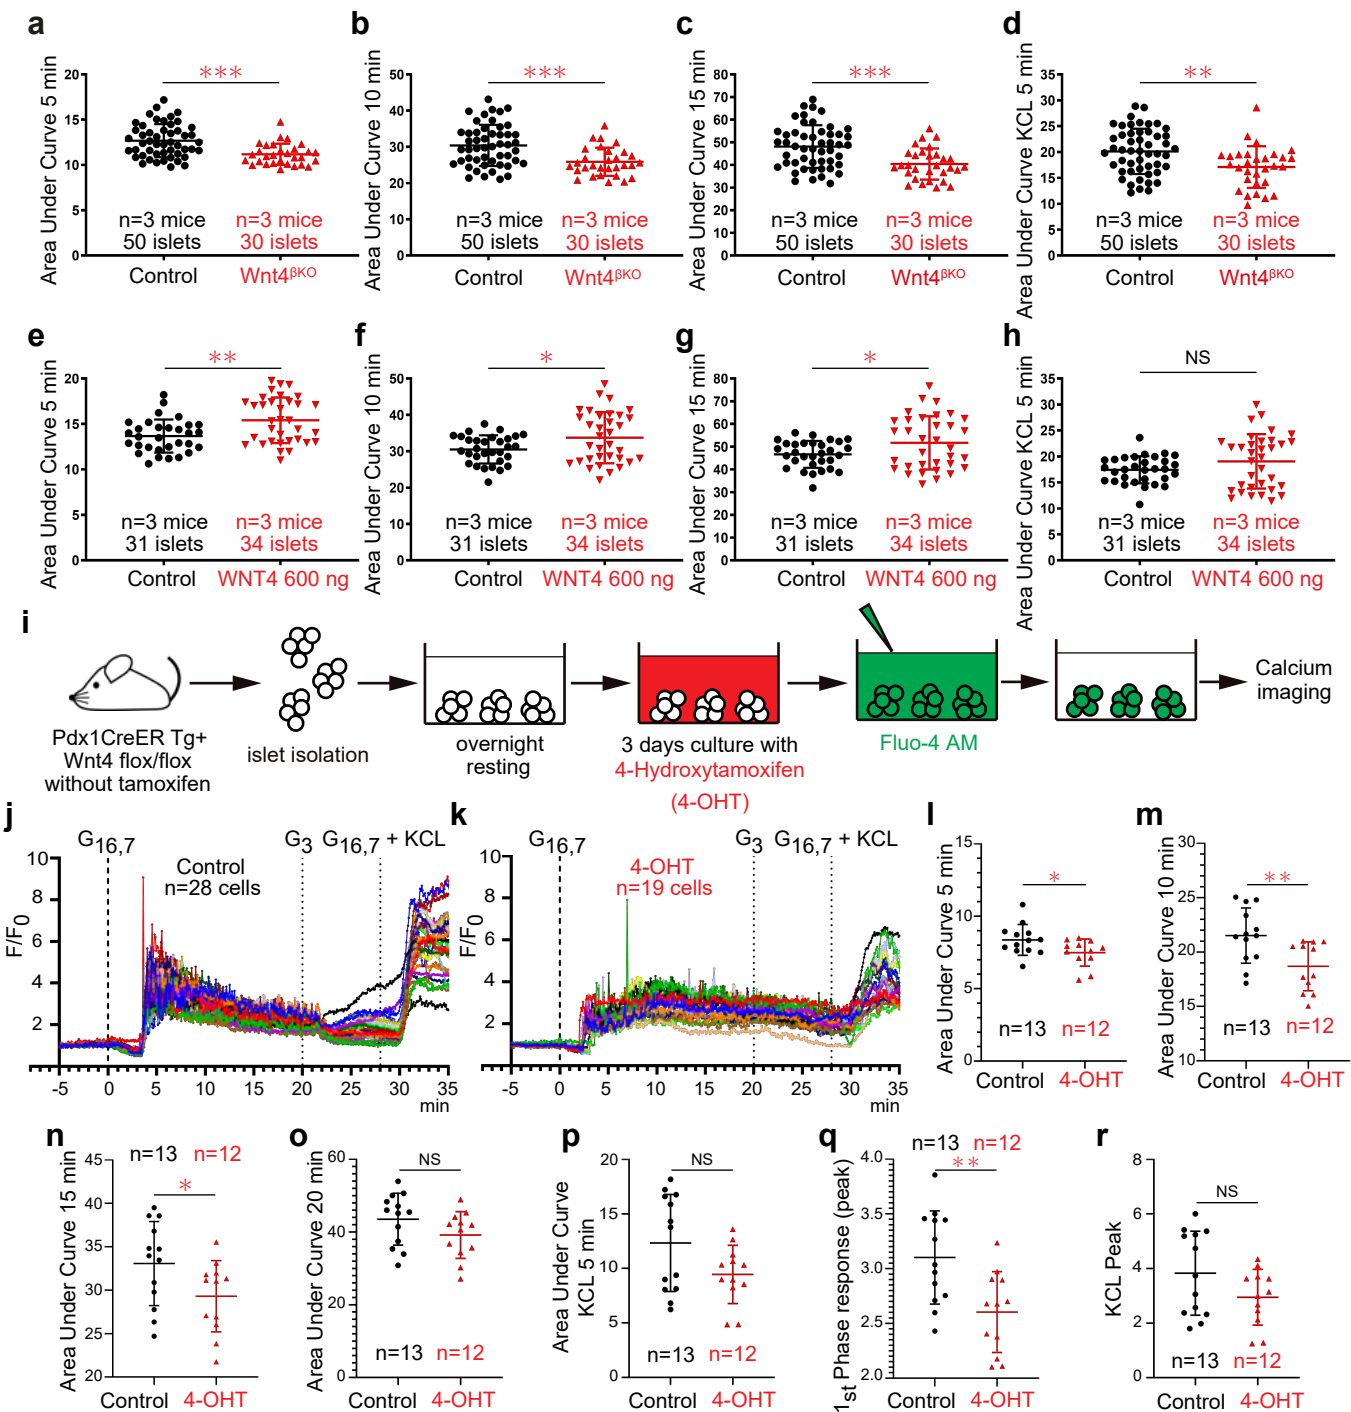

**Supplementary Fig. 8: WNT4 regulates influx of calcium in mouse islets together with glucose.**

**a-d**, Area Under Curve (AUC) of calcium fluorescence traces in 2 months *Wnt4*<sup>βKO</sup> islets (Related to Fig. 6b) at 5 min in high glucose (**a**), 10 min in high glucose (**b**), 15 min in high glucose (**c**) and 5 min of KCl (**d**). **e-h**, AUC of calcium fluorescence trace in the absence or presence of WNT4 (Related to Fig. 6e) at 5 min in high glucose (**e**), 10 min in high glucose (**f**), 15 min in high glucose (**g**) and 5 min of KCl (**h**). **i-r**, Imaging calcium in islets after *in vitro* *Wnt4* inactivation. **i**, Experimental design for *in vitro* calcium imaging. Single cell imaging influx of calcium in control (**j**) and *Wnt4* inactivation (4-OHT, **k**). **l-r**, Islets imaging influx of calcium in control (black) and *Wnt4* inactivation (4-OHT, Red). AUC of calcium trace after *in vitro* inactivation of *Wnt4* in islets after 5 min in high glucose (**l**), 10 min in high glucose (**m**), 15 min in high glucose (**n**), 20 min in high glucose (**o**), and 5 min in KCl (**p**), 1<sup>st</sup> phase response peak (**q**) and peak in KCl (**r**). Data in graph of **a-h**, **l-r** are presented as mean values ± SD. Statistical analyses are two-tailed unpaired student t-test. **a**,  $p=0.00002$ , **b**,  $p=0.00006$ , **c**,  $p=0.0002$ , **d**,  $p=0.0029$ , **e**,  $p=0.0024$ , **f**,  $p=0.0241$ , **g**,  $p=0.0302$ , **l**,  $p=0.0392$ , **m**,  $p=0.0073$ , **n**,  $p=0.0480$ , **q**,  $p=0.0048$ . \* $p<0.05$ , \*\* $p<0.01$ , \*\*\* $p<0.001$  and NS; not significant. Source data are provided as a Source Data file.

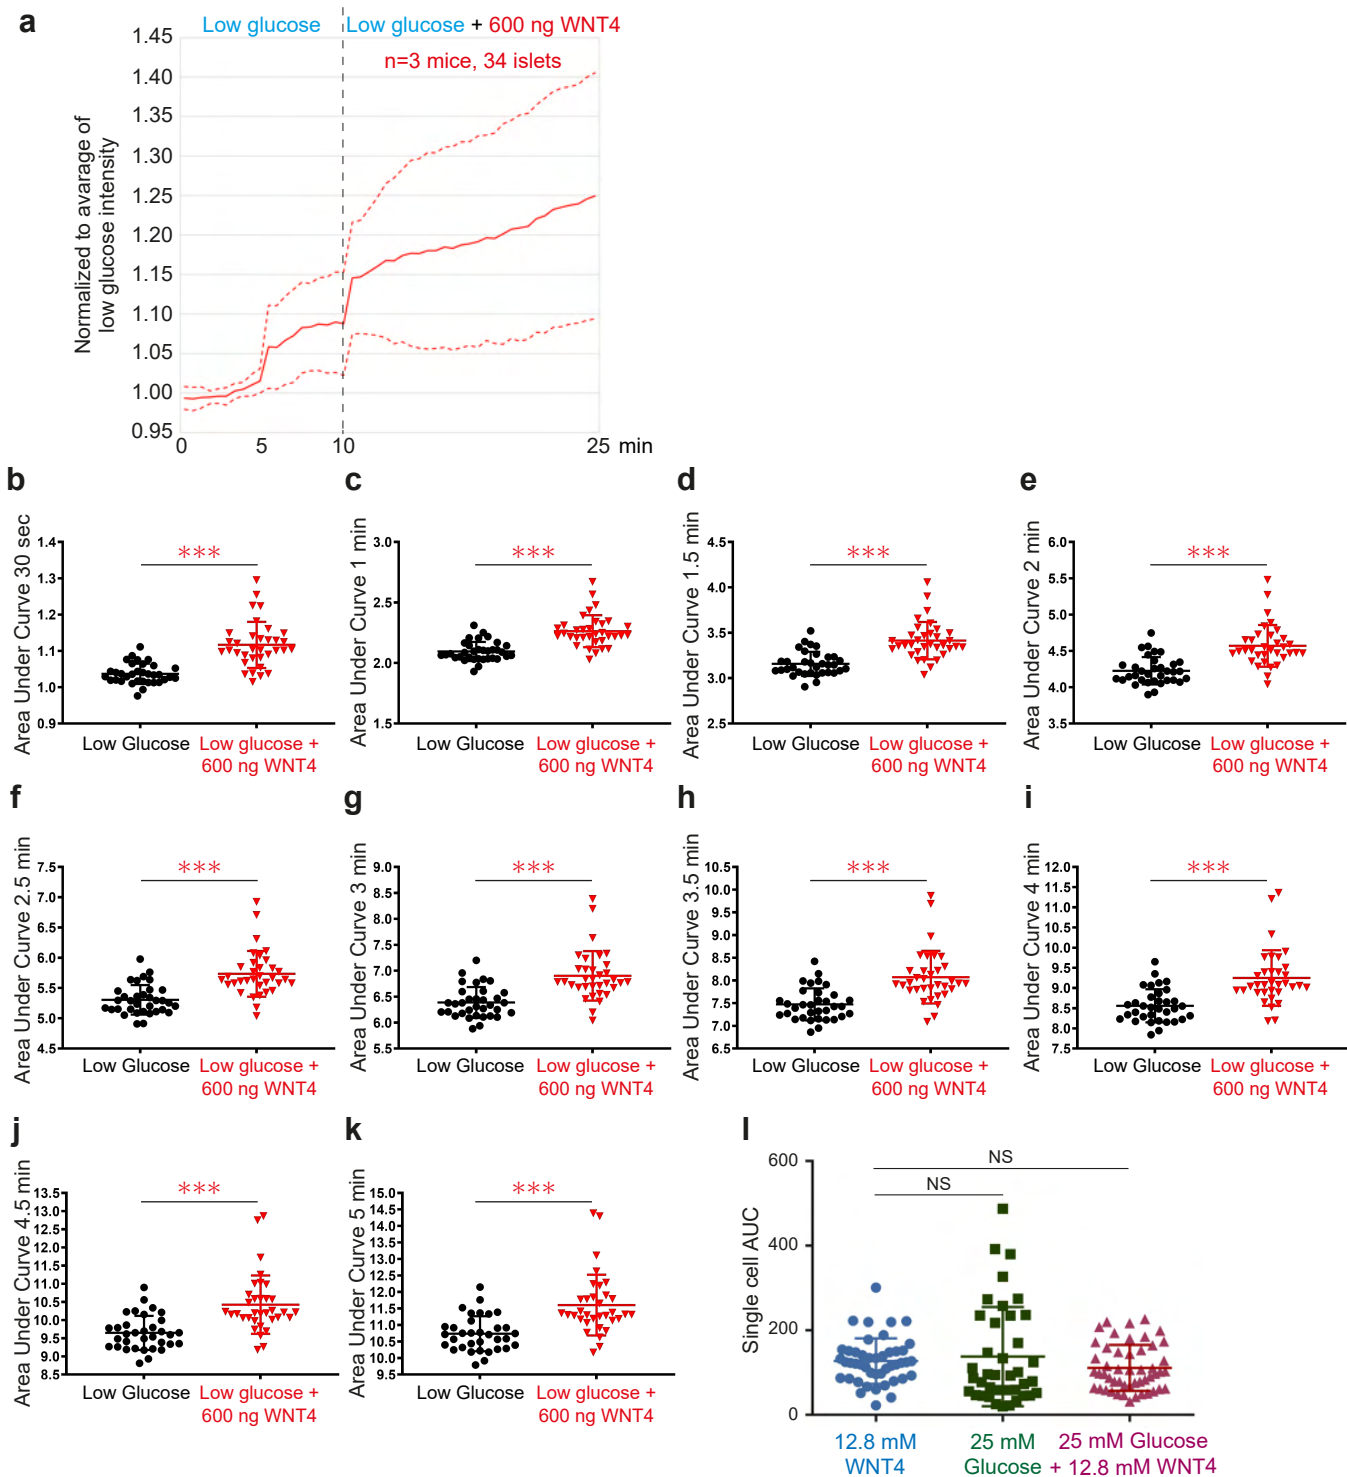

**Supplementary Fig. 9: WNT4 alone positively regulate influx of calcium in mouse islets.**

**a**, Calcium signaling in the presence of 600 ng WNT4 in low glucose. Red broken lines show standard deviations. **b-k**, AUC of calcium fluorescence trace in 600 ng WNT4 in low glucose (**a**) at 30 sec (**b**), at 1 min (**c**), at 1.5 min (**d**), at 2 min (**e**), at 2.5 min (**f**), at 3 min (**g**), at 3.5 min (**h**), at 4 min (**i**), at 4.5 min (**j**) and 5 min (**k**). **a-k**, 34 islets from 3 mice were analyzed. Data in graph of **a-k** are presented as mean values  $\pm$  SD. Statistical analyses are two-tailed paired student t-test. **b**,  $p=9.54\text{e-}11$ , **c**,  $p=5.92\text{e-}10$ , **d**,  $p=1.11\text{e-}09$ , **e**,  $p=1.9\text{e-}09$ , **f**,  $p=4.07\text{e-}09$ , **g**,  $p=1.11\text{e-}08$ , **h**,  $p=2.65\text{e-}08$ , **i**,  $p=5.4\text{e-}08$ , **j**,  $p=1.03\text{e-}07$ , **k**,  $p=1.68\text{e-}07$ . \*\*\* $p<0.001$ . **l**, AUC of single cell imaging influx of calcium in Zebrafish in Fig. 6f-i. 45 cells,  $n=4$  larvae (12.8 mM WNT4), 39 cells,  $n=4$  larvae (25 mM Glucose), 50 cells,  $n=5$  larvae (25 mM Glucose + 12.8 mM WNT4). Data are mean  $\pm$  s.d (1-way -ANOVA with Tukey's multiple comparison correction, NS, not significant). Source data are provided as a Source Data file.

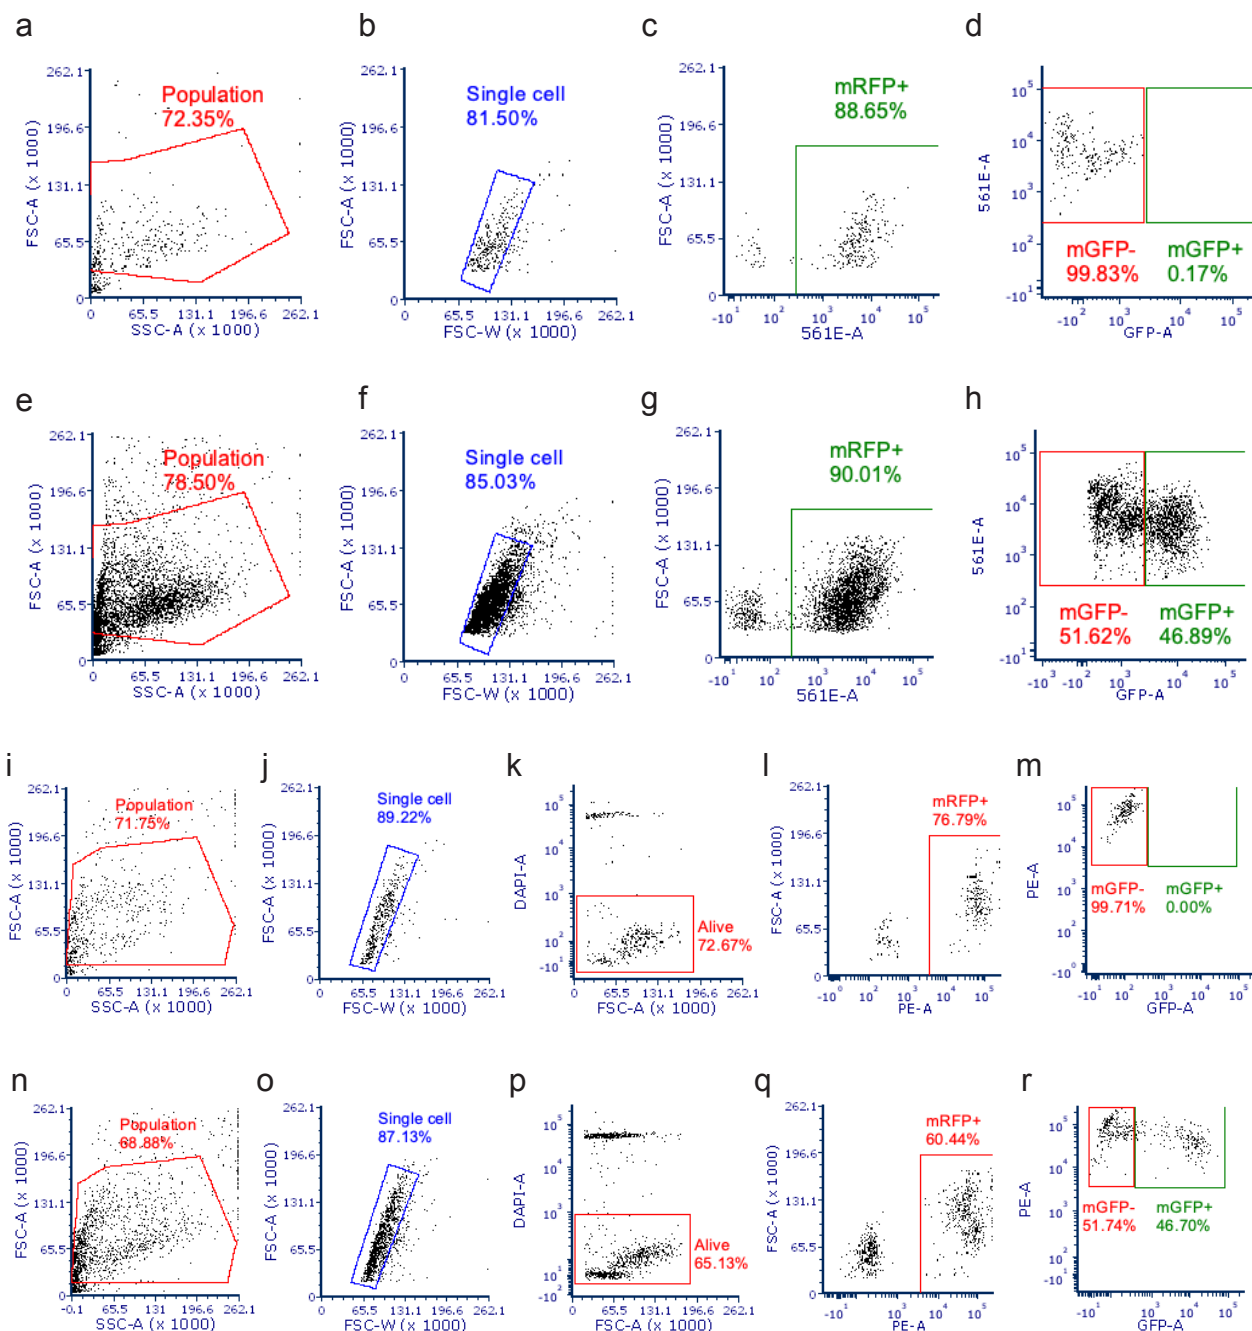

### Supplementary Fig. 10: Gating Strategy of Flow Cytometry.

**a-h**, Gating strategy of mGFP+ islet cells and mGFP- islet cells in cell proliferation analysis (Fig. 2f-i). **a-d**, Control islets. **e-h**, Mutant islets. Cell population (**a,e**), single cells (**b,f**), mRFP+ islet cells (**c,g**) and mGFP+ islet cells and mGFP- islet cells (**d,h**). **i-r**, Gating strategy of mGFP+ islet cells and mGFP- islet cells in mitochondrial mass analysis (Fig. 2j-n). **i-m**, Control islets. **n-r**, Mutant islets. Cell population (**i,n**), single cells (**j,o**), live cells (**k,p**), mRFP+ islet cells (**l,q**) and mGFP+ islet cells and mGFP- islet cells (**m,r**).

# Supplementary material for: Wnt4 is heterogeneously activated in maturing β-cells to control calcium signaling, metabolism and function
**Source:** Nat Commun. 2022 Oct 21;13:6255. doi: 10.1038/s41467-022-33841-5
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Transcriptome analysis of the Wnt4<sup>hi</sup> and Wnt4<sup>low</sup> populations at P1  
Statistical analysis is derived using empirical Bayes statistical analysis. p-value < 0.05.

File Name: Supplementary Data 2

Description: Transcriptome analysis of 7-week Wnt4 $\beta$ KO and WT islets  
Statistical analysis is derived using empirical Bayes statistical analysis. p-value < 0.05.

# Supplementary material for: Wnt4 is heterogeneously activated in maturing β-cells to control calcium signaling, metabolism and function
**Source:** Nat Commun. 2022 Oct 21;13:6255. doi: 10.1038/s41467-022-33841-5
**Supplement:** Supplementary file 5 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection

Mouse database: Pyrat v4.5.1-383  
Microsoft Excel v16.65  
Zeiss ZEN Microscopy Software v14.0.25.201  
Leica Application Suite X (LAS X) v3.5.5.19976  
BD FACSDiva™ software v8.0.1

Data analysis

Fiji/Image J v2.1.0/1.53c  
Express 6 Flow Research Edition software v6.01 (De Novo Software).  
R-BioConductor package limma v3.28.14  
David online tool (<https://david.ncifcrf.gov>)  
MassLynx software (Waters)  
GraphPad Prism 6 v9.4.0  
Microsoft Excel software v16.65

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Transcriptome data are available at Gene Expression Omnibus (Geo) under accession numbers: GSE210237 (P1 GFP+ vs GFP- samples) and GSE210267 (conditional inducible knock-out of Wnt4 in  $\beta$ -cells). Metabolic profiling data are available in MetaboLights under number MTBLS6012.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender

Population characteristics

Recruitment

Ethics oversight

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample size calculations could not be performed at study onset as none of the observed effects had been reported before. It was set according to common practice in the field. A minimum was set at three but most commonly 4 or 5 samples. For the glucose tolerance tests, previous work has shown that higher numbers are needed to reach statistical significance due to variability between individuals. We used a minimum number of 6 individuals. Sample numbers are indicated in the figure legends as N independent experiments containing n samples and can be seen from individual point representations on the graphs. |
| Data exclusions | For the microarray experiments comparing the Wnt4 KO in beta cells and the control, we initially had 4 samples of each category. We excluded one control sample as it did not pass the quality tests.                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Replication     | All data were replicated in independent experiments (indicated as N in the figure legends) and no experiment was excluded.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Randomization   | All treatment conditions during in vitro experiments were allocated randomly. For immunohistochemistry, the field of view was randomly selected for analysis.                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
| Blinding        | Blinding was not possible as experimental conditions were often evident from the image or FACS data. Quantifications were performed using computational pipeline applied equally to all conditions and replicates. Thresholds were applied similarly to all samples. Quantitative measurements should limit investigator bias.                                                                                                                                                                                                                                                                                                     |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

## Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

## Antibodies used

These antibodies were used in this study for immunohistochemistry; Primary antibodies were goat anti-WNT4 (R&D system, AF475, 1:100)(Fig. 1g), rabbit anti-WNT4 (Bioss Antibodies, BS-6134R, 1:100)(Extended Data Fig. 3), guinea pig anti-Insulin (DAKO, A0564, 1:100), mouse anti-Glucagon (Sigma, G2654, 1:800), chicken anti-GFP (Abcam, ab13970, 1:1000), rabbit anti-Ki67 (Abcam, ab16667, 1:100), mouse anti-active beta-catenin (Millipore, 05-665, 1:100), rabbit anti-pMLC (Cell Signaling Technology, 3674, 1:100). Secondary antibodies were donkey anti-mouse Alexa Fluor568 (Thermo Fisher, A10037, 1:1000), donkey anti-mouse Alexa Fluor647 (Jackson ImmunoResearch Europe Ltd, 715-605-150, 1:800), donkey anti-chicken Alexa Fluor488 (Jackson ImmunoResearch Europe Ltd, 703-545-155, 1:800), goat anti-chicken Alexa Fluor488 (Thermo Fisher, A-11039, 1:1000), donkey anti-goat Alexa Fluor488 (Abcam, ab150129, 1:1000), donkey anti-guinea pig Texas red (Abcam, ab6906, 1:300), donkey anti-guinea pig Biotin (Jackson ImmunoResearch Europe Ltd, 706-065-1480, 1:400), donkey anti-rabbit Biotin (Jackson ImmunoResearch Europe Ltd, 711-065-152, 1:200), Streptavidin Alexa Fluor647 (Jackson ImmunoResearch Europe Ltd, 016-600-0840, 1:1000). Nuclei were stained with DAPI (Sigma, D9542-1MG, 1:10000).

## Validation

All antibodies have been validated by manufacturers at least by Western blot. The secondary antibodies have been reliable with multiple primary antibodies in our hands. They have also been reported in numerous other studies in mouse and we have ascertained their tissue distribution and subcellular localization. A test with no primary antibody was always included in the initial antibody validations by immunohistochemistry. Rabbit anti-WNT4 (Bioss Antibodies, BS-6134R, 1:100) was further validated by negative staining in the Wnt4 KO beta cells.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

## Laboratory animals

## Mouse lines:

To generate mouse samples, breeders younger than 2 years old were used.

: Tg(Ifp1-cre/Esr1)35.10Dam 47 (Pdx1CreER), Wnt4tm1Svo/tm1Svo 48 (Wnt4 fl/fl), Gt(ROSA)26Sortm4(ACTB-tdTomato,-EGFP)Lu49 (mTmG), Gt(ROSA)26Sor (Rosa26LacZ), Wnt4tm2(EGFP/cre)Svo32 (Wnt4eGFP/cre), Pdx1-CreER;Wnt4 fl/fl mice (Wnt4 $\beta$ KO), Pdx1CreER;Wnt4 fl/fl;Rosa26LacZ (Wnt4 $\beta$ KO;LacZ), Pdx1CreER;Wnt4 fl/fl;mTmG (Wnt4 $\beta$ KO;mTmG). Specific age of collection is indicated in the manuscript for each experiment.

## Zebrafish lines:

To generate zebrafish samples, less than 1 year old zebrafish (3-9 months) are used to mate.

All the experiments were conducted in larvae less than 5 days post fertilization.

Tg(ins:gCaMP6s;cryaa:mCherry)53 , Tg(ins:cdt1-mCherry;cryaa:GFP)54

## Wild animals

None

## Reporting on sex

The data were collected on males and females. Specific information relative to gender is indicated for each experiment.

## Field-collected samples

None

## Ethics oversight

## Mouse experiments:

All animal experiments were performed under license 2014-15-2934-01008 and 2019-15-0201-01613 from the Danish Veterinary Office and the license of Tierversuchsvorhabens (TVV 9/2020, "Wnt4 im Pankreas") from the Governmental IACUC ("Landesdirektion Sachsen"). And all experiments were approved by the Danish Animal Experiments Inspectorate (Dyreforsøgstilsynet), the Governmental IACUC ("Landesdirektion Sachsen") and the Max Planck institute Animal Welfare Officer.

## Zebrafish experiments:

All experiments were carried out in compliance with European Union and German laws (Tierschutzgesetz) and with the approval of the TU Dresden and the Landesdirektion Sachsen Ethics Committees (approval no: TVV 45/2018). In this study, all live imaging in vivo, compound and glucose injections, as well as experimental procedures were performed with zebrafish larvae that did not exceed the 5-dpf stage, as stated in the animal protection law (TierSchVersV §14). According to the EU directive 2010/63/EU, the use of these earlier zebrafish stages reduces the number of experimental animals, according to the principles of the 3Rs.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

# Flow Cytometry

## Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

## Methodology

### Sample preparation

#### Cell cycle

The islets from 5 pups were pooled together into 1 sample. In total the islets from 25 pups were used, grouped in samples (n=5). Single cell dissociated P1 Wnt4eGFPcre; mTmG islets were stained with the Vybrant™ DyeCycle™ Violet Stain (Invitrogen, #V35003) for cell cycle analysis, following the manufacturer's instructions. Cells were incubated at 37°C for 30 minutes at a final stain concentration of 1µM in RPMI 1640 medium supplemented with 2% FBS prior flow cytometry analysis.

#### Mitochondrial activity

The islets from 5 pups were pooled together into 1 sample. In total the islets from 25 pups were used, grouped in samples (n=5). Single cell dissociated P1 Wnt4eGFPcre; mTmG islets were stained with the MitoTracker Deep Red FM (Invitrogen, #M22426) to assay mitochondrial activity, following the manufacturer's instructions. Cells were incubated at 37°C for 30 minutes at a final stain concentration of 25nM in RPMI 1640 medium supplemented with 2% FBS. After incubation time, cells were washed and resuspended in RPMI 1640 medium supplemented with 2% FBS containing 10 µM of DAPI to exclude dead cells, prior flow cytometry analysis.

#### Cell cycle

The islets from 5 pups were pooled together into 1 sample. In total the islets from 25 pups were used, grouped in samples (n=5). Single cell dissociated P1 Wnt4eGFPcre; mTmG islets were stained with the Vybrant™ DyeCycle™ Violet Stain (Invitrogen, #V35003) for cell cycle analysis, following the manufacturer's instructions. Cells were incubated at 37°C for 30 minutes at a final stain concentration of 1µM in RPMI 1640 medium supplemented with 2% FBS prior flow cytometry analysis.

#### Mitochondrial activity

The islets from 5 pups were pooled together into 1 sample. In total the islets from 25 pups were used, grouped in samples (n=5). Single cell dissociated P1 Wnt4eGFPcre; mTmG islets were stained with the MitoTracker Deep Red FM (Invitrogen, #M22426) to assay mitochondrial activity, following the manufacturer's instructions. Cells were incubated at 37°C for 30 minutes at a final stain concentration of 25nM in RPMI 1640 medium supplemented with 2% FBS. After incubation time, cells were washed and resuspended in RPMI 1640 medium supplemented with 2% FBS containing 10 µM of DAPI to exclude dead cells, prior flow cytometry analysis.

### Instrument

FACS analyses were performed on a BD LSR Fortessa analyzer (BD Biosciences) controlled by BD FACSDiva™ software.

### Software

BD FACSDiva™ software was used for data collection. Further analysis and quantifications were performed on the FCS Express 6 Flow Research Edition software (De Novo Software).

### Cell population abundance

For stained samples, at least five thousand events of live singlets were recorded. Based on unstained and isotype controls, gates were set to determine the number of positive signal events. The numbers of events were used to generate proportion of positive populations.

### Gating strategy

Gates were set based on singlets, live/dead staining, (Vybrant™ DyeCycle™ Violet Stain/DAPI) unstained control, and isotype control to set positive gates of live single cells.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

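The data are 6 single-color microarrays of FACS-sorted P1 islet cells of *Wnt4eGFPCre; mTmG* pups, 3 of mGFP+ (*Wnt4* hi) and 3 of mGFP- (*Wnt4* low) cells, each from a pool of 3 or 4 pups. Population and replicate number were taken from the sample labels and the paper's methods. The 6 arrays lie on 1 slide and came from 1 scan protocol, so that no batch was tested. The 7-week-old *Wnt4* βKO arrays were not analysed here.

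The authors deposited, for each array, the output of the scanner software, which holds the intensity of each spot and of its local background in the red channel (Cy5), not normalized, and a processed intensity that the software had corrected for background and for trends over the slide. They also deposited a table of 36693 normalized log2 values per array, with a lowest value of 5.66, whose numbers are those of Supplementary Data 1 for the genes held in both. Over 5308 genes with a pair of probes, these log2 values were close to the mean of both probes (weights from 0.475 to 0.531), so that table is an average of the probes of a gene. It lists *Ccnd3* and *Cdk6* under other transcripts than those used here, and their rows were found by the gene names of Supplementary Data 1. The first 1940 of the 4526 genes of Supplementary Data 1 were held, and no overlap or set test was run on them.

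The intensities were processed after the paper's methods with limma (version 3.58.1, R 4.3.3). The median intensity of each spot and the median of its local background were used. The design written before the data were examined named the mean intensity, which was not used here because the columns held give the median. The background was corrected with normexp at an offset of 50 over all spots, log2 values of spots that are not controls were normalized between arrays by quantiles, and spots that the software marked as outliers (50 to 141 per array) or as not uniform (0 to 3 per array) were left out. Saturated spots would have been kept, but 0 were found. Spots of 1 probe were averaged, which gave 56605 probes under 47837 names. Of 27845 probe names of the RefSeq type, 25126 matched a table of RefSeq genes of the assembly GRCm38.p6, which was used for names only because the array design is older, and the other names were kept as listed. For the 7899 symbols with more than 1 probe, the probe with the highest mean over the 6 arrays stood for the gene, and for some named genes the value of another probe is given as well. A bound for a gene that was well above background on 0 arrays of a population was computed from means of normalized log2 values, where each dim array entered with the higher of its own value and the lowest value among probes well above background.

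*Wnt4* hi and *Wnt4* low were compared with lmFit and eBayes over 45616 features without covariates, with Benjamini-Hochberg adjustment over all features, and the unadjusted threshold of 0.05 of the paper was applied beside it. Gene lists were tested with camera (inter-gene correlation 0.01) on the 45610 features measured on all arrays, against all other features, with fry and with camera under an estimated correlation as alternatives, and adjusted over 38 lists. Some of these lists hold the genes that the paper names. The others were written by hand because the ontology tool of the paper was not used here. The genes named are those that the paper names for this comparison in its text or in Fig. 2c–e, the Fzd receptors and heterogeneity genes of its text, and the 5 largest changes in each direction among adjusted genes with a symbol whose arrays do not overlap and whose probe is well above background on all 3 arrays of the higher population. Markers are given per list, with at most the 3 most abundant named. Named genes, tests, lists and alternatives were fixed before the data were examined, apart from the few that the text marks as chosen afterwards. They were written with the paper and its supplement at hand, the terms of Supplementary Fig. 1 and part of Supplementary Data 1 included, so the lists are not blind to the authors' results. Values of some named genes are not reported here.

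The median intensity over the median background was 13.1, 15.6 and 10.8 for *Wnt4* hi replicates 2, 3 and 4 and 14.4, 12.8 and 12.2 for *Wnt4* low replicates 1, 3 and 4. The number of arrays limits the precision. The alternatives changed the background correction (no subtraction, an offset of 16, the processed intensity scaled to its 75th percentile), the normalization (median centring, cyclic loess), the filter on dim probes, the outlier spots, the choice of probe (mean, smallest p), the variance model (trend with robust estimation, and the test that the methods name for the study as a whole), the values (the authors' table), the replicate number as a fixed or random block, and left out each array in turn.

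The calculation was tested on simulated data for *Wnt4* hi against *Wnt4* low with 3 arrays each and 45616 genes, of which 200 were changed. Of genes changed by 2 on the log2 scale, 95% passed the unadjusted threshold with the right sign and 22% passed after adjustment. Of genes changed by 1, 75% passed the unadjusted threshold. The median estimate was 1.88 for genes raised by 2 and 0.98 for genes raised by 1. Of unchanged genes, 5.47% passed the unadjusted threshold and 0 passed after adjustment. Of 200 lists of 20 unchanged genes, 4.5% passed with camera and 4.5% with fry at 0.05. These rates hold for the simulated lists and do not show how often camera passes real lists whose genes are correlated between arrays. On the real arrays, 0 of 38 lists passed with the estimated correlation. With the preset correlation, splits of 3 against 3 that mixed the populations gave between 4 and 17 lists, against 26 for the real split. Such splits can keep part of the real difference, so these counts are not error rates.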

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

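The tests of explanations in this part were chosen only after the result was seen, while the marker lists and the processing settings were fixed earlier.

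Markers of endothelial cells were higher in the *Wnt4* low fraction, a signal in genes outside those that the paper discusses. Supplementary Fig. 1 lists angiogenesis and blood vessel development among the terms of genes higher in *Wnt4* low cells, and the paper's text does not take up endothelial cells for these arrays. Each of the 20 genes of the hand-written list was lower in *Wnt4* hi cells, with a median log2 fold change of −2.64 (camera adjusted p = 1.38e-34, 0.0148 with fry and 0.132 with the estimated correlation). Of these genes 18 passed the unadjusted threshold and 8 passed after adjustment over all genes tested. The median was also −2.64 with the 3 genes that were not well above background in *Wnt4* hi cells set to their bound. Of the 20 genes, 14 were well above background on all 6 arrays, and 0 belong to another list or were picked by the study. The most abundant were *Egfl7* (−2.15, adjusted p = 0.0625), *Plvap* (−4.10, adjusted p = 0.0253) and *Ecscr* (−1.36, adjusted p = 0.101). Relative to the mean of the 6 arrays, the list's median was −1.03, −1.48 and −1.44 on the *Wnt4* hi arrays, 2.08 on *Wnt4* low replicate 1, and 0.84 and 0.96 on *Wnt4* low replicates 3 and 4. The processing does not account for the difference, since over 14 alternatives of background, normalization, filter, probe, model, block and authors' values the median closest to 0 was −2.45. A single array does not account for it either, since the median was −2.29 without *Wnt4* low replicate 1 and lower without any other array. Endothelial cells in the mGFP- fraction are a candidate source, which cannot be told apart from a difference in these genes within endocrine cells, because bulk arrays do not show which cells hold a transcript. That 20 of 20 markers were higher there restates the difference and does not decide between them. The gates in Supplementary Fig. 10, described for the flow cytometry of Fig. 2f–n, are for single or live cells, mRFP and mGFP, and no gate against endothelial cells is named for the sort. For the islets of its adult knock-out, the paper states that such preparations include endothelial cells, other endocrine cells and exocrine contaminants. Endothelial cells that never expressed *Wnt4* would fall in the mGFP- fraction.

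Markers of immune cells were likewise higher in the *Wnt4* low fraction, and are also outside the genes that the paper discusses. Supplementary Fig. 1 lists inflammatory response among its *Wnt4* low terms, while the text does not take up immune cells. Of 19 genes, 18 were lower in *Wnt4* hi cells, with a median log2 fold change of −1.05, or −0.90 with 1 gene at its bound (camera adjusted p = 7.92e-13, 0.0148 with fry and 0.132 with the estimated correlation). At the unadjusted threshold 11 passed, and 0 passed limma's test after adjustment over all genes tested. In the list, 14 genes were well above background on all 6 arrays, 1 belongs to another list and 0 were picked by the study. The most abundant were *Itgam* (−0.087, adjusted p = 0.926), *Csf1r* (0.07, adjusted p = 0.928) and *Tyrobp* (−1.67, adjusted p = 0.0780). The median stayed away from 0, at −0.73 or lower over 14 processing alternatives and at −0.79 or lower with any 1 array left out, which argues against the processing or a single array. Immune cells in the *Wnt4* low fraction are possible, but bulk arrays do not show which cells hold a transcript, so other sources stay open. That 18 of 19 markers went that way restates the difference. The brightest pair, *Itgam* and *Csf1r*, did not differ. The *Itgam* probe read 15.89 in *Wnt4* hi and 15.98 in *Wnt4* low cells, above *Gcg* (15.49 and 14.22). What that probe measured was not tested, so its level does not argue against immune cells. Beyond immune cells, no biological explanation was tested.

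Other lists of cells outside the endocrine lineage are given for comparison. The median was −1.15 for 20 mesenchymal markers (17 lower in *Wnt4* hi cells, camera adjusted p = 1.11e-11, fry 0.0602), −0.87 for 20 acinar markers (adjusted p = 1.48e-04, fry 0.248, median −0.46 without *Wnt4* low replicate 3), −0.53 for 12 Schwann and neural markers (adjusted p = 0.00316, fry 0.0986, median −0.24 and adjusted p = 0.102 without *Wnt4* low replicate 4), −1.72 for 9 erythroid markers (adjusted p = 1.97e-05, fry 0.0986, median −0.98 with the filter on dim probes), −0.90 for 6 mesothelial markers (adjusted p = 9.87e-04, fry 0.176, median −0.52 with the replicate number as a fixed block) and 0.21 for 12 ductal markers, whose mean was −0.087 (adjusted p = 0.825). With 2 acinar, 1 erythroid and 2 mesothelial genes at their bound, their medians were −0.91, −1.32 and −0.56. The acinar, erythroid and Schwann lists did not follow the populations on each array. Relative to the mean of the 6 arrays, the acinar list on *Wnt4* low replicate 1 (−0.51) lay below the *Wnt4* hi arrays (−0.47 to −0.27), the erythroid list was higher on *Wnt4* hi replicate 2 (0.027) than on *Wnt4* low replicate 4 (−0.089), and the Schwann list was higher on *Wnt4* hi replicate 2 (0.13) than on *Wnt4* low replicate 3 (−0.057).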

How the results depend on the processing

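The covariate for array brightness and the block that takes *Wnt4* hi replicate 2 and *Wnt4* low replicate 1 as a pair were chosen after seeing the data, and all other settings before. Over the settings, the 48 named genes that passed the unadjusted threshold kept their direction, and 33 of them passed it in every setting. Of 60 named genes, 6 changed direction, and none of these had passed. The 26 lists that passed kept the direction of their test, and 23 of them passed in every setting apart from fry and the estimated correlation. The median of the canonical Wnt targets, among the 26, still changed sign, from −0.046 to 0.083 without *Wnt4* hi replicate 4. The total of 4828 genes at the unadjusted threshold ranged from 4063 with the methods' t-test to 5741 with the smallest p per gene, and the share higher in *Wnt4* hi cells from 38.5% under cyclic loess to 54.2% with the methods' t-test, against 47.8% here.

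Counts after adjustment depended on the setting. For genes higher in *Wnt4* hi cells (16 here) the count was 27 with median centring, 79 with probes well above background, 47 with the probe of smallest p, 58 with the authors' values, 27 with the replicate number as a random block, and 0 with either fixed block, with the methods' t-test, with the brightness covariate and with any 1 array left out (0 to 0). For genes higher in *Wnt4* low cells (185 here) it was 430 with probes well above background, 321 with the smallest p, 348 with the authors' values, 8 with the brightness covariate, 0 with the methods' t-test and either fixed block, and 0 to 9 with any 1 array left out. The filter on dim probes tests fewer genes (32006), and leaving out arrays uses fewer samples, and for the other settings the cause was not tested. Where the count was 0, between 4063 and 5225 genes passed the unadjusted threshold.

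Directions turned for genes that do not differ between the populations. *Fzd5* (0.013 here) was −0.077 with the processed intensity, −0.062 with cyclic loess, −0.13 with the mean of probes, −0.28 with the smallest p, and −0.12 to 0.11 with 1 array left out. *Fzd6* was 0.32 with the fixed block and −0.72 to 0.060 with 1 array left out, *Lrp5* −0.019 to 0.36, *Wnt5b* −0.14 to 0.015 and *Cd9* −0.36 to 0.13 with 1 array left out and 0.029 with the fixed block, and *Lrp6* −0.041 with the mean of probes. The cause was not tested.

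The adjusted p of lists rose above 0.05 with fry and with the estimated correlation for MODY (0.0621 and 0.209), insulin secretion (0.0986 and 0.209), endoplasmic reticulum processing (0.0986 and 0.209), S phase (0.154 and 0.209) and G2/M (0.147 and 0.209), and with the estimated correlation for extracellular matrix and adhesion (0.132). Those tests take genes of a list as correlated, which the preset of 0.01 takes as nearly independent. With 1 array left out, mitochondrial ribosomal proteins ran from 0.00228 to 0.692 and gained a call toward *Wnt4* low cells without *Wnt4* hi replicate 4, and Schwann and neural markers ran from 1.49e-04 to 0.102 and lost their call without *Wnt4* low replicate 4. Lists without a call changed direction for glycolysis with the authors' values (0.706) and fry (0.779), the TCA cycle with the authors' values (0.9002) and over arrays left out (0.232 to 0.992), oxidative phosphorylation with the processed intensity (0.710), median centring (0.645) and arrays left out (0.0657 to 0.775), Wnt ligands with the fixed block (0.986) and arrays left out (0.291 to 0.901), and ductal markers with the added block (0.913) and over arrays left out (0.515 to 0.990). The cause was not tested.

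The labels share only the numbers 3 and 4 between the populations, and the array labelled *Wnt4* hi replicate 2 is a possible partner of *Wnt4* low replicate 1. The deviations from the population means correlated across genes at −0.032 for replicate 3, 0.20 for replicate 4 and 0.20 for this possible pair, against −0.27 to 0.10 for all other combinations. *Xist* was alike on arrays of the same number (10.07 and 10.32 for 3, 7.72 and 8.00 for 4) and less so for the possible pair (11.76 and 10.89). Genes of the Y chromosome were not all alike within a number, with *Eif2s3y* at 11.08 and 10.01 for 3 and *Kdm5d* at 10.26 and 9.48 for 4. Other values were closer, with *Uty* at 9.45 and 9.25 for 3 and *Eif2s3y* at 10.99 and 11.08 for 4. The second principal component had scores of −22.3 and −13.4 for 3, −50.3 and −34.4 for 4, and 75.9 and 44.5 for the possible pair. The number of pups per pool was also the same on both arrays of 3 and on both arrays of 4. *Xist*, these scores and the pool sizes lean toward pairing. Because replicate 3 does not deviate together, the numbers are not shown to pair the samples, and a shared origin stays open. With the number as a fixed block 4857 genes passed the unadjusted threshold, 2953 of them shared with the 4828, and 0 after adjustment. With the possible pair included in the block, 5225 passed, 3980 of them shared, and 0 after adjustment. As a random block (consensus correlation 0.103), 5148 and 257 passed.

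The mean intensity per spot was not used here, so that the alternative of mean against median was not run. The probe with the smallest p and the methods' t-test give no list test. The median intensity was at least 10.8 times the background, and genes near the background, such as *Tcf7*, *Tcf7l1* and *Vangl1* in *Wnt4* hi cells, have only bounds.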

Differences from the paper's values

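The brightness covariate named below was chosen after seeing the values, and no other test in this part.

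Of 12 named genes among the 1940 held of the 4526 genes of Supplementary Data 1, 12 had the same sign as the paper's value once its direction (*Wnt4* low minus *Wnt4* hi) is turned, and 2 differed by more than the replicate SD. For *Ccnd3* the paper's log2 fold change is −0.60 and the value here −0.78. Of the alternatives set before the data were examined, the value falls within the SD of the paper's only without *Wnt4* low replicate 3 (−0.72) and with the authors' values (−0.54), which list *Ccnd3* under another transcript, and not under the others. For *Fabp4* the paper's value is −3.72 and the value here −4.73. The *Fabp4* value falls within the SD of the paper's only with the authors' values (−3.61), and not under the other alternatives, the mean of probes (−3.13) included. For both genes the authors' values may also hold another sample under *Wnt4* hi replicate 2, so processing alone need not be the reason.

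The paper states that *Tcf7l2* was higher in *Wnt4* low cells, by less than the other transducers that it names there. The log2 fold change here was −0.36 with a standard error of 0.52, and it passed the unadjusted threshold only with the probe of smallest p (−0.83). The paper shows *Vangl2* among genes that differ in Fig. 2e and states a low level in *Wnt4* hi cells. The log2 fold change here was −0.73 and missed the unadjusted threshold, which it passed with the processed intensity (−0.70), with cyclic loess (−0.78), without *Wnt4* low replicate 3 (−0.99) and with the brightness covariate (−0.71), which was chosen after seeing the values.

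The paper states that categories of cell metabolism were enriched in *Wnt4* hi cells. The hand-written lists of glycolysis, TCA cycle and oxidative phosphorylation had medians of 0.07, 0.05 and 0.08 and did not pass (adjusted p = 0.549, 0.549 and 0.415), and 0 of them passed in any setting. These lists are not the paper's categories.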

Other observations

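The tests of explanations in this part were chosen only after the result was seen, apart from the counts over other splits of the arrays.

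The scanner values of the array labelled *Wnt4* hi replicate 2 differ from the authors' processed values of the same array. Over 431 genes with 1 probe, the deviations of this array from its population mean correlated at 0.0489 with its own column in Supplementary Data 1, which is also its column in the authors' table, so that an average over probes in that table does not account for the difference. They correlated at 0.930 with the first *Wnt4* hi column. For the other 5 arrays the correlation with their own column was 0.918 to 0.987. These correlations run across genes, which are not independent replicates. The values are consistent with scanner output of the first *Wnt4* hi sample under the label of the second (0.930). Both columns are *Wnt4* hi in the paper, so that the comparison of the populations holds either way, while results for the array labelled *Wnt4* hi replicate 2 may belong to another pool.

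The 6 arrays can be split into 3 against 3 in 10 ways. Of these, 2 gave at least as many genes at the unadjusted threshold as the real split (4828), 1 as many genes after adjustment (201) and 1 as many lists (26), where 1 is the real split itself. Some of the 26 lists hold genes that the study chose on the real split, which favours that split in the count of lists. With 10 splits a share below 0.05 is out of reach, so that chance cannot be excluded for any of these counts. The other split that reached the first count put *Wnt4* hi replicates 2 and 3 and *Wnt4* low replicate 1, the 3 arrays with the highest intensity over background, against the rest and gave 5614 genes, 0 after adjustment and 10 lists. Brightness does not account for the adjusted genes, since the mean log2 median intensity differed between the populations by −0.012 (*Wnt4* hi 8.73 ± 0.35, *Wnt4* low 8.74 ± 0.19, SD, n = 3).

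The genes of β-cell maturation could be higher in *Wnt4* hi cells in part because the *Wnt4* low fraction held less endocrine RNA. In that case α-cell markers would be higher in *Wnt4* hi cells too, and 9 of 10 were, with a median of 1.34 (camera adjusted p = 4.77e-04), *Gcg* at 1.27 and *Ttr* at 1.41. The α-cell list did not pass with fry (adjusted p = 0.197) or with the estimated correlation (adjusted p = 0.348). Without *Wnt4* low replicate 1, which had the highest endothelial list (2.08) and the lowest α-cell list (−2.14), the α-cell median was 0.76 and that of 18 β-cell markers 0.80. The paper reports *Wnt4* tracing in a subset of α-cells, which would raise these markers in the *Wnt4* hi fraction as well, so that a lower share of endocrine RNA cannot be told apart from the sorting of α-cells or from maturation for these genes. A lower share of endocrine RNA does not account for the level of *Sst*, which it would lower in *Wnt4* low cells and which was higher there (log2 fold change −0.56, standard error 0.19, adjusted p = 0.356), below 0 in 20 of 20 planned settings between −0.70 and −0.31. For *Mafa*, which did not differ (−0.051, standard error 0.16), a small loss of endocrine RNA cannot be told apart from none, because it lies within the standard error. Both genes were singled out after their values were seen, and *Rbp4* (0.53) and *Sstr3* (1.19) of the δ-cell list went the other way, so *Sst* excludes nothing for the other genes. The median was −0.24 for 6 δ-cell markers (adjusted p = 0.383) or −0.00079 with 2 genes at their bound, and 0.97 for 5 PP- and ε-cell markers (adjusted p = 5.73e-04), with *Ppy* at 1.22 and *Pyy* at 0.43. For the PP- and ε-cell list the adjusted p was 0.0986 with fry and 0.211 with the estimated correlation. More δ-cells in the *Wnt4* low fraction stay open.

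Cell cycle genes higher in the *Wnt4* low fraction could come from cycling cells of other types. On the *Wnt4* low arrays the G2/M list had medians of 0.32 (replicate 1), −0.13 (replicate 3) and 0.48 (replicate 4) relative to the mean of the 6 arrays, and the S phase list 0.13, −0.13 and 0.49. On *Wnt4* hi replicates 2, 3 and 4 they were −0.28, −0.09 and −0.22 for G2/M and −0.14, −0.11 and −0.13 for S phase, so that *Wnt4* low replicate 3 lay within the *Wnt4* hi range for both lists. *Wnt4* low replicate 3, with the lowest endothelial list (0.84), also had the lowest cell cycle lists, whereas *Wnt4* low replicate 1, with the highest endothelial list, did not have the highest. With 3 arrays, whether β-cells or other cells carried these transcripts cannot be told apart.

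In a hand-written list of 22 AP-1 and immediate-early genes that includes *Jun* itself, 19 were lower in *Wnt4* hi cells, *Jun* among them (median −0.51, camera adjusted p = 8.83e-09). The list did not pass with fry (adjusted p = 0.0954) or with the estimated correlation (adjusted p = 0.203), and of its 3 most abundant genes *Fosb* (−0.092, standard error 0.27) and *Junb* (0.035, standard error 0.13) did not differ, while *Egr1* (−0.40, standard error 0.38) was near the list's median. Whether these genes shifted as a class cannot be told apart from their correlation between arrays, and stress of the cells during sorting, which could act on the same genes, was not tested. Cytosolic ribosomal proteins were slightly lower in *Wnt4* hi cells (59 of 81 genes, 3 of the 81 not well above background in either population, median −0.11, camera adjusted p = 2.01e-05, fry 0.207).

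Of genes that the paper's text names for β-cell heterogeneity, *Ucn3* differed by 0.90 (adjusted p = 0.782, from 0.44 to 1.62 with 1 array left out), *Srf* by 0.67 (adjusted p = 0.404, from 0.44 to 0.90), *Igf1r* by −1.01 (adjusted p = 0.457, from −1.22 to −0.44), *St8sia1* by 0.15 (adjusted p = 0.809), *Cd9* by −0.12 (adjusted p = 0.928) and *Wnt5b* by −0.056 (adjusted p = 0.933). *Srf* and *Igf1r* passed the unadjusted threshold here, with arrays that did not overlap between the populations, and in 11 of 22 and 14 of 21 alternative settings. *Ucn3* did not pass it here and passed in 3 of 22, with the authors' values (1.44), with the replicate number as a fixed block (1.21) and without *Wnt4* hi replicate 2 (1.62). On the scanner array labelled *Wnt4* hi replicate 2, *Ucn3* was at 9.08, against 11.45 and 11.03 on replicates 3 and 4. That array did not follow its column in the authors' values, so their result may change a sample as well as the processing.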
